# Gene Expression Analyses Implicate an Alternative Splicing Program in Regulating Contractile Gene Expression and Serum Response Factor Activity in Mice

**DOI:** 10.1371/journal.pone.0056590

**Published:** 2013-02-20

**Authors:** Twishasri Dasgupta, Samantha J. Stillwagon, Andrea N. Ladd

## Abstract

Members of the CUG-BP, Elav-like family (CELF) regulate alternative splicing in the heart. In MHC-CELFΔ transgenic mice, CELF splicing activity is inhibited postnatally in heart muscle via expression of a nuclear dominant negative CELF protein under an α-myosin heavy chain promoter. MHC-CELFΔ mice develop dilated cardiomyopathy characterized by alternative splicing defects, enlarged hearts, and severe contractile dysfunction. In this study, gene expression profiles in the hearts of wild type, high- and low-expressing lines of MHC-CELFΔ mice were compared using microarrays. Gene ontology and pathway analyses identified contraction and calcium signaling as the most affected processes. Network analysis revealed that the serum response factor (SRF) network is highly affected. Downstream targets of SRF were up-regulated in MHC-CELFΔ mice compared to the wild type, suggesting an increase in SRF activity. Although SRF levels remained unchanged, known inhibitors of SRF activity were down-regulated. Conversely, we found that these inhibitors are up-regulated and downstream SRF targets are down-regulated in the hearts of MCKCUG-BP1 mice, which mildly over-express CELF1 in heart and skeletal muscle. This suggests that changes in SRF activity are a consequence of changes in CELF-mediated regulation rather than a secondary result of compensatory pathways in heart failure. In MHC-CELFΔ males, where the phenotype is only partially penetrant, both alternative splicing changes and down-regulation of inhibitors of SRF correlate with the development of cardiomyopathy. Together, these results strongly support a role for CELF-mediated alternative splicing in the regulation of contractile gene expression, achieved in part through modulating the activity of SRF, a key cardiac transcription factor.

## Introduction

The availability of complete genome sequences and high throughput sequencing data sets has revealed that alternative splicing is an important mechanism for generating diversity from a relatively limited number of genes [1], [2]. In many cases, different protein isoforms derived by alternative splicing behave differently from one another, thereby exhibiting dissimilarities in their levels of activity or functions. Hence, tight regulation of alternative splicing is essential for appropriate temporal and spatial control of gene expression. Disruption of splicing regulation can cause or contribute to pathogenesis [3]. Dysregulated alternative splicing is associated with heart disease in mice and humans [4], [5], [6], and polymorphisms that affect alternative splicing of cardiac transcripts have been linked with susceptibility to myocardial infarction and cardiac hypertrophy [7], [8].

Members of the CUG-BP, Elav-like family (CELF) of proteins regulate alternative splicing in the heart [9]. Dysregulation of CELF-mediated alternative splicing in the heart are associated with cardiomyopathy in MHC-CELFΔ transgenic mice [10], [11]. MHC-CELFΔ transgenic mice express a nuclear dominant negative CELF protein (NLSCELFΔ) specifically in postnatal heart muscle under the control of the mouse α-myosin heavy chain promoter [10]. These mice have specific defects in CELF-mediated alternative splicing, and exhibit cardiac hypertrophy, dilated cardiomyopathy, severe cardiac dysfunction, and in some cases premature death [10], [11]. There are two lines of MHC-CELFΔ mice that express different levels of NLSCELFΔ protein: MHC-CELFΔ-10 (“severe” line) mice express higher levels and MHC-CELFΔ-574 (“mild” line) mice express lower levels [10], [11]. Both lines display dysregulation of the alternative splicing of CELF-regulated transcripts and develop cardiomyopathy, though the severe line shows a greater degree of splicing dysregulation and pathogenesis than the mild line [10], [11]. The MHC-CELFΔ phenotype can be attributed to loss of CELF activity and not exogenous protein expression, because crossing MHC-CELFΔ-10 mice with lines of MCKCUG-BP1 transgenic mice that mildly over-express CELF1 in the heart results in improved alternative splicing and reduced cardiac pathogenesis in bitransgenic offspring [10]. Studies with this model have implicated appropriate CELF-mediated alternative splicing is critical for healthy heart function, but the underlying basis of cardiomyopathy in MHC-CELFΔ mice remains unclear.

In this study, microarray analysis was performed to compare gene expression profiles in the hearts of wild type, mild and severe line MHC-CELFΔ mice. Gene ontology (GO) and pathway analyses indicated that contraction and calcium signaling were the most affected processes. Network analysis also revealed significant changes in the serum response factor (SRF) transcription factor network. Microarray, real-time RT-PCR, and western blot analyses showed a down-regulation of homeodomain only protein X (HOPX) and four and a half LIM domain-containing protein 2 (FHL2), two known inhibitors of SRF activity [12], [13], accompanied by an up-regulation of SRF targets, suggesting an increase in SRF activity. Conversely, transcript and protein levels of SRF pathway genes in a line of MCKCUG-BP1 mice that mildly over-expresses CELF1 suggest reduced SRF activity in the heart. Both alternative splicing changes and down-regulation of HOPX and FHL2 correlate with the development of overt cardiomyopathy in MHC-CELFΔ males, which exhibit partial penetrance of the phenotype. Together, these studies suggest that CELF-mediated alternative splicing is important for the regulation of contractile gene expression, and establish a role for CELF-mediated regulation in controlling the activity of SRF, a key cardiac transcription factor.

## Materials and Methods

### Ethics Statement

This study was conducted in strict accordance with the recommendations of the American Veterinary Medical Association and under the approval of the Cleveland Clinic Institutional Animal Care and Use Committee (Protocol numbers: ARC 08612 and 2011-0493). All efforts were made to minimize pain and distress during animal husbandry and euthanasia.

### Transgenic Mice

Both MHC-CELFΔ-10 and MHC-CELFΔ-574 lines of transgenic mice were maintained as hemizygotes, so wild type littermates were used for sex- and age-matched controls. Genotyping was performed by PCR as previously described [10]. Except where noted, females were used in this study because MHC-CELFΔ females exhibit higher penetrance of the phenotype than males in both lines [10]. For the comparison of unaffected and affected MHC-CELFΔ males, MHC-CELFΔ-10 males were designated “affected” if their heart size was two or more standard deviations above the mean value for age-matched wild type males as measured both by the percentage of the body weight comprised of the heart (≥0.52%) and by heart weight/tibia length ratio (≥11.15 mg/mm). MHC-CELFΔ males were designated as “unaffected” if their heart size was within one standard deviation of the mean value for wild type males for both measures (0.39–0.48% and 4.41–8.91 mg/mm).

MCKCUG-BP1 mice over-express human CELF1 in heart and skeletal muscle under the control of a muscle creatine kinase promoter [14]. Frozen heart samples had been previously collected from MCKCUG-BP1-1032 mice that were maintained as homozygotes in an FVB background. Samples from sex- and age-matched FVB/NTac wild type mice (Taconic) bred in parallel were used as controls.

### Microarray Analysis

Whole hearts were removed post-mortem from wild type and transgenic females, homogenized in Trizol (Invitrogen), and total RNA was extracted following the manufacturer’s protocol. RNA samples were DNase-treated using the DNA-free Kit (Ambion), and cleaned up using the RNeasy Kit (Qiagen). RNA concentrations and quality were confirmed on a Nanodrop ND-1000 spectrophotometer and Agilent Bio-analyzer. cDNA library preparation and hybridization to MouseWG-6 v2.0 Expression BeadChips containing >45,000 probes based on RefSeq release 22 and supplemented with MEEBO and RIKEN FANTOM2 content (Illumina) were performed by the Cleveland Clinic Lerner Research Institute’s Genomics Core. The microarray data for this study have been deposited in NCBI’s Gene Expression Omnibus [15], and are accessible through GEO Series accession number GSE40677 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40677).

Statistical comparisons of the data, pathway and gene ontology analyses were performed by the Cleveland Clinic Bioinformatics Core. The summarized data from the raw microarray data were log2 transformed and processed with background correction and quantile normalization. Quality control analyses were applied to detect the outlier samples. Linear models and empirical Bayes method in Limma [16] were used to access the differential expression between the wild types and transgenics. Those genes that satisfied the FDR p-value threshold of <0.05 or raw p-value of <0.001 and absolute fold change threshold of 2.0 were identified as significant for the functional pathway and network analyses. Functional profiling of differentially affected biological processes, functions, and pathways between the transgenic and control samples were evaluated using both publicly available tools (NCBI, GOTermFinder, GOTermMapper, MGI, and KEGG) and the commercial pathway analysis databases Metacore (Metacore™) and Ingenuity Pathway Analysis (Ingenuity® Systems).

To identify significantly enriched gene ontology (GO) terms among the genes of interest, the web-based Gene Ontology Enrichment Analysis Software Toolkit (http://omicslab.genetics.ac.cn/GOEAST/) was used to compare the list of significantly affected genes against the Illumina Refseq 8 background gene set [17]. Graphical outputs from GO analyses are structured as directed acyclic graphs [17]. Boxes represent GO terms, and are labeled with GO ID, term definition, and P value. Arrows represent relationships between more and less specialized terms. Branches of the GO hierarchical tree without significantly enriched GO terms are not shown. The colors of the boxes reflect enrichment in the mild, severe, or both mild and severe lines. The degree of color saturation of each node positively correlates with the significance of enrichment of the corresponding GO term. The degrees of saturation of boxes representing common GO terms are determined by the lower of the P values for those terms. Separate analyses were performed for biological process and cellular component categories.

### Real-time RT-PCR

Two µg of total RNA was reverse transcribed in a 20 µl reaction volume using Superscript-VILO cDNA Synthesis Kit (Invitrogen). PCR reactions contained 2.5 pmol of forward and reverse primers (Table S1), 12 µl of Power SYBR Green Master Mix (Applied Biosystems), and 5 ng of cDNA brought up to 25 µl with nuclease-free water. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as a control, as GAPDH transcript levels showed no differences between wild type and transgenic samples on microarrays. 

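Gapdh, which encodes an enzyme of glycolysis, had a mean log2 signal of 13.29 on the arrays in wild type hearts. In the mild line its level was higher, with a log2 fold change of 0.27 (standard error 0.068, n = 3 mild line and 6 wild type hearts, adjusted p = 0.0294 from limma). That change is under the 2-fold limit of the paper's rule. The severe line had a log2 fold change of -0.012 (standard error 0.068, n = 3 severe line hearts, adjusted p = 0.971), and the lines differed by 0.29 without passing the test (adjusted p = 0.0904). Over 24 alternative settings the mild line's value stayed positive, from 0.21 to 0.33, with adjusted p from 0.00833 to 0.198, while the severe line's ran from -0.23 to 0.030. The call in the mild line ended with median scaling (0.21, adjusted p = 0.180) and with a background offset of 16 (0.27, adjusted p = 0.198). It also ended without mild line replicate 2 (0.25, adjusted p = 0.179) or 3 (0.26, adjusted p = 0.135), and without each of the mild line's littermates (adjusted p = 0.0598, 0.0595 and 0.0570 without replicates 1, 2 and 3, at 0.26, 0.27 and 0.26).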

All real-time RT-PCR reactions were performed in triplicate using a StepOne Plus instrument (Applied Biosystems). PCR was performed at 95°C for 10 min, followed by 40 cycles at 95°C for 15 sec and 60°C for one min. A DNA melting curve was generated after the PCR cycles in order to discriminate between specific amplicon and non-specific amplification products. Data was analyzed with StepOne software v2.1 using the comparative CT method. Fold changes are reported as mean+standard error of the mean. Statistical comparisons of means were performed via one-tailed t-tests assuming unequal variances using Microsoft Excel software. Differences were considered statistically significant when P ≤ 0.05.

### Western Blotting

Whole hearts were homogenized in protein loading buffer (0.64 M Tris-HCl [pH 6.8], 10% glycerol, 2% sodium dodecyl sulphate, and 5% β-mercaptoethanol), and total protein was quantified using the Non-interfering Protein Assay Kit (G-Biosciences). The samples were resolved by SDS-polyacrylamide gel electrophoresis and transferred to Immobilon-P membranes (Millipore). Membranes were probed as previously described [18] and visualized with Immobilon Western Chemiluminescent HRP Substrate (Millipore). Primary and secondary antibodies used are listed in Table S2. Equivalent loading was confirmed both by Ponceau S staining and GAPDH expression.

### Alternative Splicing RT-PCR

Total RNA was harvested from wild type and transgenic hearts and alternative splicing was analyzed by single-tube RT-PCR as previously described [10]. Primers and reaction conditions were previously published for *Mef2A* exon 16 and *Itgb1* exon D [10] and *Ank2* exon 21 [19].

## Results

### Repression of CELF-mediated Alternative Splicing Leads to Specific Changes in Gene Expression

To determine how gene expression is affected at a global level in MHC-CELFΔ mice, we performed microarray analysis on total RNA extracted from whole hearts of three MHC-CELFΔ-10 and three MHC-CELFΔ-574 females collected at weaning (three weeks old). 

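MHC-CELFΔ mice carry a nuclear dominant negative CELF protein that is made in postnatal heart muscle under the α-myosin heavy chain promoter, and the 2 lines differ in the severity of the disease. Total RNA from the whole hearts of 3-week-old females was hybridized to 12 Illumina MouseWG-6 v2.0 arrays, 1 heart per array. The arrays formed 4 groups of 3: the mild line, the severe line and the wild type littermates of each. The deposited raw values are the authors' bead summary intensities, 1 per probe, neither scaled nor normalized between arrays. Their medians per array ran from 103 to 106 in the mild line and from 106 to 112 in its littermates. Those of the severe line ran from 116 to 119 and of its littermates from 103 to 109. The authors' second deposited table holds log2 values after background correction and quantile normalization. From the raw intensities, the background was corrected by a normal-exponential model, the arrays were quantile normalized and log2 values were taken. Each line was compared with the 6 pooled wild type hearts by linear models and the empirical Bayes method in limma, which yields a log2 fold change, its standard error (SE) and a Benjamini-Hochberg adjusted p over 30854 distinct features. A feature was past the threshold at an absolute fold change of 2 or more with an adjusted p under 0.05 or a raw p under 0.001, the rule of the paper. A gene with several features is represented by the brightest unless stated, and for some genes another feature, or the average, is given too. As a check of the labels, Xist, the transcript of the inactive X chromosome, lay between 8.48 and 9.72 on the log2 scale in all 12 arrays, while the Y-linked Eif2s3y and Kdm5d stayed between 5.85 and 6.34, near the array median of 6.25. In data simulated for the mild line comparison with the spread of these arrays, an adjusted p under 0.05 was reached by 88% of features brighter than the median that changed 1.5-fold and by 98.5% of those changed 2-fold. The threshold of the paper's rule was passed by 0.1% and 48% of them. The number of arrays, 3 per group, limits the precision of every fold change. The rule for named genes and the gene lists were written after the values in Table 1, Table S3 and Table S4 of the paper had been seen.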

Three female wild type littermates from each line were used as controls. The three-week time point was chosen to minimize the contributions of secondary effects from compensation/decompensation that may occur at later stages of pathogenesis. Around birth, expression of the dominant negative protein and changes in alternative splicing are not detected, and the hearts of MHC-CELFΔ mice are indistinguishable from their wild type littermates by histology or functional tests [10], [11]. Three weeks after birth, however, expression of the transgene and alternative splicing defects are evident. Cardiac dysfunction is maximal in both lines, but pathological changes in the gross morphology and histology seen in the severe line (e.g., fibrosis) are less overt than at later stages [10], [11]. 

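Between the wild type littermates of the mild line and those of the severe line, 2 of 30854 features were past the threshold, both by the raw p rule alone, and 27 had an adjusted p under 0.05 at any fold, all from limma. Both names were chosen after their values were seen. Ins2, which encodes an insulin, was lower in the littermates of the mild line (log2 difference -2.84, n = 3 against 3, adjusted p = 0.122). Its signal reached 11.6 in 1 array, replicate 1 of the severe line's littermates, while the other 11 arrays lay between 5.94 and 8.25. The other, ILMN_2417926, carries no gene symbol (log2 difference 1.10, adjusted p = 0.0563). At an unadjusted p under 0.05, 3074 features differed. The number past the threshold was 5 and 6 without replicates 2 and 3 of the severe line's littermates, 4 and 1 without replicates 1 and 2 of the mild line's, and 4 without mild line replicate 1. Average-linkage clustering on 1 minus the Pearson correlation placed the 6 wild type arrays in a cluster of 6 with no transgenic array. This held for the raw log2 values, the normalized values, the features above the median signal and the authors' deposited log2 table. With Spearman's correlation it did not: each line's 3 arrays then clustered with their own 3 littermates, in clusters of 6, and the smallest cluster that held all 6 wild type arrays was the whole set of 12.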

Hierarchical clustering using correlation distances in raw, normalized, and quality control-filtered data sets showed consistent clustering of wild type samples from both lines together (Figure S1), so all wild type samples were pooled (total n = 6) for subsequent analyses. Wild type versus mild line and wild type versus severe line comparisons were made, and differentially expressed genes that exhibit an absolute fold change ≥2 were identified.

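Of the 30854 features measured, 98.6% changed by less than 1.5-fold in both lines of MHC-CELFΔ mice, and 91.3% by less than 1.2-fold. Transcripts of the splicing regulators Mbnl1 and Mbnl2 were near their wild type levels, with log2 fold changes of -0.045 and 0.028 in the mild line (adjusted p = 0.923 and 0.944, n = 3). Theirs were 0.059 and 0.059 in the severe line (adjusted p = 0.879 and 0.850, n = 3). The SR protein genes Srsf1 and Srsf2 did not pass the test in either line, with log2 fold changes of -0.13 and -0.052 in the mild line and 0.058 and 0.0026 in the severe line. Of the other splicing regulators, Rbfox1 fell by 1.55 and 0.45 in the mild and severe lines (adjusted p = 2.5e-09 and 0.00702), the latter ending without severe line replicate 2 (-0.39, adjusted p = 0.0508), with its own littermates (-0.33, adjusted p = 0.0671) and with a background offset of 16 (-0.48, adjusted p = 0.0519; 9.7e-04 to 0.172 over the alternatives). Celf1 was lower in the mild line (-0.30, adjusted p = 0.0496), with -0.037 in the severe line (adjusted p = 0.915). Its call ended under 15 of 24 alternatives (adjusted p from 0.0341 to 0.474). It ended with own littermates (0.344), median scaling (0.133), an offset of 16 (0.173), trend and robust (0.0711) and the 2-group fit (0.0693). It also ended with the loss of mild line replicate 1, 2 or 3 (0.172, 0.169 and 0.152), of severe line replicate 1, 2 or 3 (0.0623, 0.0537 and 0.0608), of replicate 1 of the mild line's littermates (0.0770) and of replicate 2 or 3 of the severe line's (0.0827 and 0.0972). At an adjusted p under 0.05 and any fold, limma found 1096 features changed in the mild line, 501 higher and 595 lower. The severe line had 1019, 539 higher and 480 lower. These are 3.55% and 3.30% of the features measured.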

The results of these comparisons showed that the majority of genes are expressed relatively normally in MHC-CELFΔ hearts. In total, 88 genes were identified that were up- or down-regulated (50 and 38 genes, respectively) at least two-fold in MHC-CELFΔ hearts compared with wild type (Table S3). Of these, 67 were affected in the mild line and 37 in the severe line, with an overlap of 16 genes (Figure 1A). 

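The largest increase in both lines was that of 1 feature for Celf4, which encodes a member of the CELF family. Its log2 fold change was 5.73 in the mild line (SE 0.11, adjusted p = 1.1e-16, n = 3) and 5.56 in the severe line (SE 0.11, adjusted p = 1.8e-16, n = 3). Its wild type level of 5.98 lay below the array median, and without detection p-values it cannot be said to be above background, so the size of the rise is not fixed. It was 5.15 and 4.98 without background correction and 6.85 and 6.67 with an offset of 16. The other 3 Celf4 features had wild type levels near the array median and log2 fold changes of no more than 0.12 in size in either line. The feature that rose may read the mRNA of the transgene, which encodes a dominant negative CELF protein, and this stays open. Dusp26, which encodes a dual-specificity phosphatase, rose by 2.71 in the mild line (SE 0.11, adjusted p = 6.7e-12) and by 2.36 in the severe line (adjusted p = 7.6e-11). Nmrk2, which encodes a nicotinamide riboside kinase, rose by 2.20 and 2.13 (SE 0.12, adjusted p = 7.0e-10 and 1.6e-09). In all, 108 of 30854 features were past the threshold in 1 or both lines, 61 higher and 47 lower than in wild type. None of them owed its place to the raw p rule alone in limma (0 in each line). Averaging the features of a gene gave a Celf4 log2 fold change of 1.46 in the mild line and 1.39 in the severe line.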

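Among the features shared by both lines, 2310002L09Rik, an uncharacterized gene, rose by 1.45 in the mild line (SE 0.089, adjusted p = 5.4e-09, n = 3) and by 3.00 in the severe line (adjusted p = 1.7e-13, n = 3) at 1 feature. With the features of the gene averaged, the rise in the severe line was 1.70. Its brighter feature rose by 0.89 and 0.41 (adjusted p = 2.4e-05 and 0.0358). Tnfrsf12a, which encodes a receptor of the tumor necrosis factor family, rose by 1.57 (SE 0.18, adjusted p = 1.4e-05) and 1.17 (adjusted p = 4.8e-04). Ano10, which encodes a membrane protein of the anoctamin family, fell by 1.69 in the mild line (SE 0.18, adjusted p = 7.8e-06) and by 1.24 in the severe line (adjusted p = 3.3e-04). When the features of a gene were averaged, Ano10 fell by 0.59 and 0.38. The mild line had 83 features past the threshold, 39 higher and 44 lower, and the severe line 42, 37 higher and 5 lower. Of these, 17 were past it in both lines in the same direction, 15 higher and 2 lower. With a background offset of 16 in place of 50, an alternative chosen after seeing the data, the severe line had 69. With copies of a feature under several probe IDs each counted, also chosen after seeing the data, the mild line had 133. Because both comparisons share their 6 controls, groups without change that shared the same controls were simulated 100 times. They gave at most 1 shared feature. Against its own littermates, each line shared 16. Across all features, the log2 fold changes of the lines had a Pearson correlation of 0.519 (jackknife standard error 0.074, 12 arrays). It was 0.448 with each line's own littermates and 0.198 with the other line's littermates. Shared controls alone gave a mean of 0.334 and at most 0.372. Features are not independent replicates, so no test is given for this correlation.

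**Figure D1:**
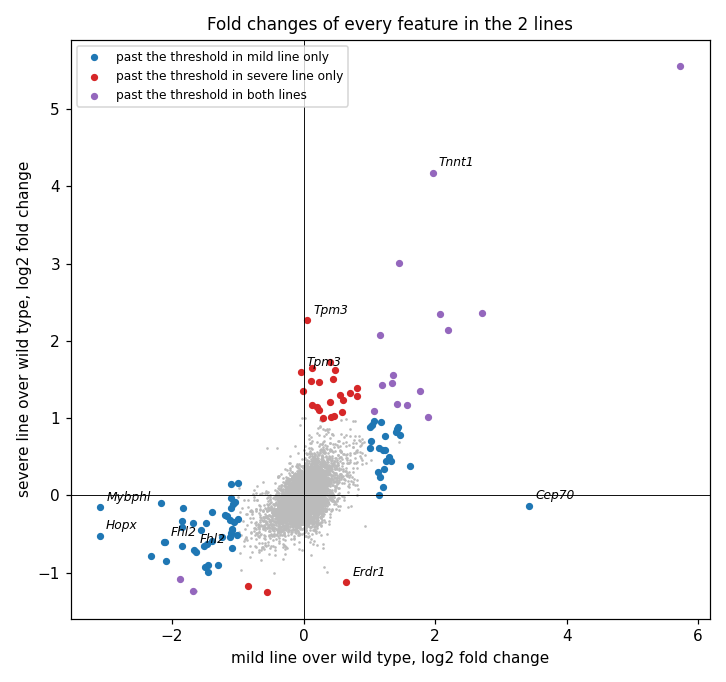
Log2 fold change of each feature in the mild line (x axis) against the severe line (y axis), both relative to the 6 wild type arrays. Colored points are the features past the threshold in the mild line only, the severe line only or both, and the 17 shared ones lie in the upper right and lower left.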

Of the genes uniquely identified in the mild line, over half (12 out of 18 up-regulated genes and 18 out of 33 down-regulated genes) were similarly affected in the severe line, but with a fold change that fell below the two-fold cut-off (Table S3). Likewise, many of the genes identified only in the severe line (6 out of 18 up-regulated genes and 2 out of 3 down-regulated genes) displayed similar but less than two-fold changes in the mild line. 

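In the mild line alone, Cep70, which encodes a centrosomal protein, rose by 3.43 on the log2 scale (SE 0.095, adjusted p = 5.1e-14, n = 3), against -0.13 in the severe line (adjusted p = 0.628, n = 3). From a wild type level below the array median, its value under the alternatives went from 1.69 with the features of a gene averaged to 4.31 with a background offset of 16. The secretoglobin gene Scgb1c1 rose by 1.62 (SE 0.13, adjusted p = 2.7e-07). Lrtm1, which encodes a leucine-rich membrane protein, fell by 2.32 (SE 0.081, adjusted p = 1.5e-12) and in the severe line by 0.79 (adjusted p = 8.9e-06), less than 2-fold. Of the 24 features past the threshold upward in the mild line alone, 15 were also higher in the severe line at an adjusted p under 0.05, below the 2-fold limit. Of the 42 downward, 22 were also lower there. Tested directly between the lines, 12 of the former and 36 of the latter differed at an adjusted p under 0.05. That test compares the transgenic arrays with each other, so any difference between the lines' litters stays in it.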

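Sypl2, which encodes a synaptophysin-like protein of the triad junction in muscle, rose by 1.65 on the log2 scale in the severe line (SE 0.10, adjusted p = 1.1e-08, n = 3) and had 0.13 in the mild line (adjusted p = 0.689, n = 3). With its features averaged, the rise in the severe line was 0.62. The tropomyosin gene Tpm3 rose by 2.27 at one feature and by 1.59 at its brighter one (adjusted p = 1.1e-12 and 8.2e-12). Their values in the mild line were 0.059 and -0.044, neither past the test (adjusted p = 0.858 and 0.869). A further Tpm3 feature did not pass it in the severe line (0.24, adjusted p = 0.0791). Tmem82, which encodes a transmembrane protein, fell by 1.17 in the severe line (SE 0.20, adjusted p = 0.00186) and by 0.85 in the mild line (adjusted p = 0.0215). Its call in the mild line ended without mild line replicate 2 (-0.79, adjusted p = 0.132) or 3 (-0.67, adjusted p = 0.182), with median scaling (-0.88, adjusted p = 0.0544), with trend and robust variances (-0.85, adjusted p = 0.105) and with a background offset of 16 (-0.96, adjusted p = 0.0597), and adjusted p ran from 4.4e-05 to 0.182 over the alternatives. Of the 22 features past the threshold upward in the severe line alone, 10 were also higher in the mild line at an adjusted p under 0.05. Of the 3 downward, 1 was. Another of the 3, ILMN_2470131, carries no gene symbol and fell by 1.25 (adjusted p = 0.00125), with -0.55 in the mild line (adjusted p = 0.212). By the direct test between the lines, which keeps any difference between litters, 18 of the 22 and 1 of the 3 differed.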

Only one gene, *Erdr1*, showed opposing regulation between the two lines, being down-regulated more than two-fold in the severe line, but up-regulated slightly (∼1.5-fold) in the mild line.

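Erdr1, which encodes a secreted apoptosis regulator, fell by 1.12 on the log2 scale in the severe line (SE 0.15, adjusted p = 1.7e-04, n = 3) and rose by 0.65 in the mild line (SE 0.15, adjusted p = 0.0187, n = 3). The difference between the lines was 1.77 (adjusted p = 8.5e-06). The rise in the mild line kept its direction over the alternatives (0.42 to 0.75, adjusted p from 0.00156 to 0.276). Its call ended without each mild line array, at 0.69, adjusted p = 0.0536 without replicate 1, 0.57, adjusted p = 0.148 without replicate 2 and 0.69, adjusted p = 0.0538 without replicate 3. With median scaling (0.60, adjusted p = 0.111), with the line's own littermates (0.42, adjusted p = 0.179) and with a background offset of 16 (0.68, adjusted p = 0.0714) it ended too. At an adjusted p under 0.05 in both lines and any fold, 5 features moved in opposite directions, of which 1, Erdr1, was past the threshold in a line. The actin gene Acta2, of smooth muscle, fell by 0.56 in the mild line and rose by 0.61 in the severe line (SE 0.13, adjusted p = 0.0156 and 0.00818). The fall of Acta2 in the mild line ended without each mild line array (-0.53, adjusted p = 0.0821 without replicate 1, -0.57, adjusted p = 0.0668 without replicate 2 and -0.56, adjusted p = 0.0645 without replicate 3), against the line's own littermates (-0.32, adjusted p = 0.108) and with offset 16 (-0.56, adjusted p = 0.0715). Its rise in the severe line ended without severe line replicate 3 (0.49, adjusted p = 0.0806) and with median scaling (0.45, adjusted p = 0.0546). With its own littermates the rise was 0.38 (adjusted p = 0.0425), and with its features averaged the fall was 0.30 and the rise 0.30. Adjusted p ran from 0.00500 to 0.149 in the mild and from 0.00424 to 0.0806 in the severe line. Sdf2l1, which encodes a protein of the endoplasmic reticulum, fell by 0.28 and rose by 0.34 (adjusted p = 0.0428 and 0.0125). In the mild line its call ended under 16 of 24 alternatives (adjusted p from 0.0293 to 0.442), among them the loss of mild line replicate 1 (0.104) or 3 (0.306), of severe line replicate 1, 2 or 3 (0.0556, 0.0533 and 0.0548), of replicate 3 of the mild line's littermates (0.0595) and of replicate 1, 2 or 3 of the severe line's (0.0563, 0.0816 and 0.0837). In the severe line it ended under 6 (adjusted p from 0.00808 to 0.203), among them the loss of severe line replicate 1 (0.0729) or 3 (0.0527). The other two were chosen after their values were seen: Rilp, a gene of lysosomal transport (0.29 in the mild line and -0.26 in the severe line), and ILMN_1242333, which carries no gene symbol (0.38 and -0.37). Such features numbered 1, 1 and 0 without mild line replicates 1, 2 and 3 in turn. Without the severe line's replicates they numbered 2, 3 and 1, with 3 without replicate 3 of the mild line's littermates and 3 without replicate 2 of the severe line's.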

**Figure 1:**
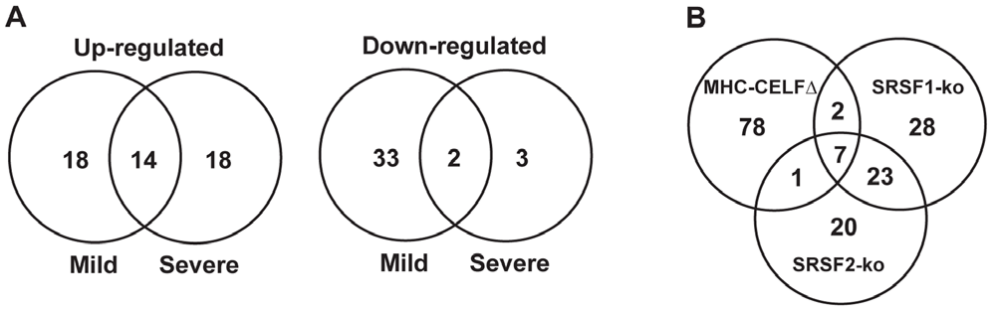
Venn diagram comparisons of affected genes in MHC-CELFΔ hearts. (A) Respective overlap of affected up-regulated and down-regulated genes between mild and severe MHC-CELFΔ lines. (B) Affected genes in MHC-CELFΔ hearts were compared to affected genes in two cardiac-specific knockout models (SRSF1-ko and SRSF2-ko) lacking one of the SR proteins, SRSF1 or SRSF2 (also known as ASF/SF2 and SC35, respectively).

Microarray analyses of heart tissues have also been published from two cardiac-specific splicing factor knockout mouse models, each lacking one member of the serine/arginine-rich (SR) family in the heart, SR splicing factor 1 (SRSF1, formerly known as ASF/SF2) or SRSF2 (formerly known as SC35) [20], [21]. Both models develop dilated cardiomyopathy [20], [21]. Of 60 genes significantly altered in SRSF1-knockout mice and 51 genes significantly altered in SRSF2-knockout mice, 30 genes were similarly affected in both (28 up-regulated and 2 down-regulated). This high degree of overlap led Xu and colleagues to propose that many of the changes observed in the SR protein-deficient hearts were part of a common compensatory pathway associated with dilated cardiomyopathy [21]. As MHC-CELFΔ mice also develop dilated cardiomyopathy, we compared the changes observed in MHC-CELFΔ hearts to those in the SR protein knockout models (Table S4). Strikingly, of the genes that were similarly dysregulated in both SRSF1- and SRSF2-knockout mice, more than three quarters (23 out of 30) were not significantly affected in either line of MHC-CELFΔ mice. Conversely, of the 88 genes significantly affected in one or both MHC-CELFΔ lines, only seven (*Acta1*, *Ctgf*, *Col8a1*, *Fhl1*, *Timp1*, *Nppb*, and *Ces3*) were similarly affected in both SR protein-deficient models, with another three (*Tnnt1*, *Gdf15*, and *Ryr2*) affected in either SRSF1- or SRSF2-knockout mice (Figure 1B). 

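Col8a1, which encodes a short-chain collagen, rose by 1.19 on the log2 scale in the mild line (SE 0.10, adjusted p = 5.1e-07, n = 3) and by 1.43 in the severe line (adjusted p = 6.1e-08, n = 3). Timp1, which encodes an inhibitor of matrix metalloproteinases, rose by 1.14 in the severe line (SE 0.20, adjusted p = 0.00186) and had 0.20 in the mild line (adjusted p = 0.789; -0.060 without mild line replicate 1). The lines differed in Timp1 by -0.94 (adjusted p = 0.0468). Tnnt1, which encodes the slow skeletal troponin T, rose by 1.96 in the mild line (SE 0.13, adjusted p = 1.3e-08) and by 4.18 in the severe line (adjusted p = 2.1e-13). The carboxylesterase gene Ces1d fell by 1.88 in the mild line (SE 0.15, adjusted p = 2.1e-07) and by 1.08 in the severe line (adjusted p = 2.1e-04). The older name Ces3 belongs in the annotation to both Ces1d and Ces3a, and the values are those of Ces1d. No feature carries the symbol Gdf15 in the array's annotation. The values of Table S3 for it are nearest to those without background correction of ILMN_2735350, which in the fit rose by 1.76 and 1.35 (adjusted p = 1.0e-06 and 4.5e-05) from a wild type level below the array median. That match was made on the values, so it is no test of them.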

Nearly 90% (78 out of 88) of the genes affected in MHC-CELFΔ hearts were not significantly affected in either of the SR protein knockout models. The small degree of overlap with the SR protein-knockout models suggests that most of the changes observed in the MHC-CELFΔ mice were not due to shared pathways of dilated cardiomyopathy or heart failure.

### Expression of Genes Involved in Contraction and Contractility is Altered in the Hearts of MHC-CELFΔ Mice

Functional profiling was performed on the 88 genes significantly affected in the hearts of one or both lines of MHC-CELFΔ mice to identify processes and pathways differentially affected by dysregulation of CELF-mediated alternative splicing. 

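Mybphl, which encodes a myosin-binding protein and is an atrial marker, fell by 3.09 on the log2 scale in the mild line (SE 0.11, adjusted p = 1.7e-12, n = 3), with -0.15 in the severe line (adjusted p = 0.627, n = 3). Myom2, a gene of the M band, fell by 2.17 in the mild line (SE 0.12, adjusted p = 1.5e-09), against -0.091 in the severe line (adjusted p = 0.834). Myl7, which encodes the atrial regulatory myosin light chain, fell by 1.84 in the mild line (SE 0.15, adjusted p = 2.1e-07), with -0.41 in the severe line (adjusted p = 0.175). Myl1, which encodes a myosin light chain of fast skeletal muscle, rose by 1.42 and 0.85 (SE 0.11, adjusted p = 2.7e-07 and 1.6e-04), and by 1.90 and 1.02 at its dimmer feature (adjusted p = 1.1e-07 and 2.5e-04). Of 36 sarcomere genes, 11 were higher, 5 lower and 20 not past the test in the mild line (15 higher and 5 lower when adjusted over the list alone). The severe line had 11 higher and 25 not past it (13 higher and 2 lower when adjusted over the list alone). The list as a whole moved up in both lines by camera, a limma test of a list against the other genes (mild line, adjusted p = 5.2e-04; severe line, adjusted p = 4.3e-06). With an estimated correlation between genes the adjusted p was 0.113 and 0.0377. Without the genes matched by name to Table S3, it was 0.179 and 0.188, past the threshold in neither line. In the same hearts, 18 atrial markers had mean log2 fold changes of -0.70 in the mild line and -0.14 in the severe line. The means of 20 skeletal muscle markers were 0.29 and 0.28, with medians of 0.063 and 0.018.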

Five of the top ten functionally enriched processes identified using the Metacore pathway analysis database relate to muscle contraction or regulation of muscle contraction (Figure 2). Calcium-mediated signaling was also highly affected, which is significant since it is the release and uptake of calcium from intracellular stores that links excitation with contraction and relaxation in striated muscle. 

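Ppp1r1a, which encodes an inhibitor of protein phosphatase 1 in calcium signaling, rose by 1.16 on the log2 scale in the mild line (SE 0.097, adjusted p = 4.0e-07, n = 3) and by 2.07 in the severe line (adjusted p = 1.4e-10, n = 3). The difference between the lines was -0.92 (adjusted p = 1.3e-04). Of 32 genes of calcium handling and the sarcoplasmic reticulum, 4 were higher, 10 lower and 18 not past the test in the mild line (6 higher and 11 lower when adjusted over the list alone). The severe line had 2 higher, 3 lower and 27 not past the test (3 and 3 when adjusted over the list alone). Taken as a list they moved down in the mild line (camera, adjusted p = 0.0330), a call that ended with an estimated correlation (adjusted p = 0.166), with the features above the median signal alone (adjusted p = 0.0918), in a fit of each pair of groups alone (adjusted p = 0.0604) and without mild line replicate 1 (adjusted p = 0.0657, mean -0.079 against -0.086; 0.00510 to 0.166 over the alternatives). In the severe line the list did not move one way (adjusted p = 0.970). The difference between the lines had an adjusted p of 0.00201, or 0.0897 with an estimated correlation. In the same hearts, the 18 atrial markers had mean log2 fold changes of -0.70 and -0.14.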

Calcium signaling was also the top canonical pathway identified using Ingenuity Pathway Analysis software for both the mild and severe line (P = 1.98E−06 for the mild line versus wild type, and P = 1.51E−04 for the severe line versus wild type).

**Figure 2:**
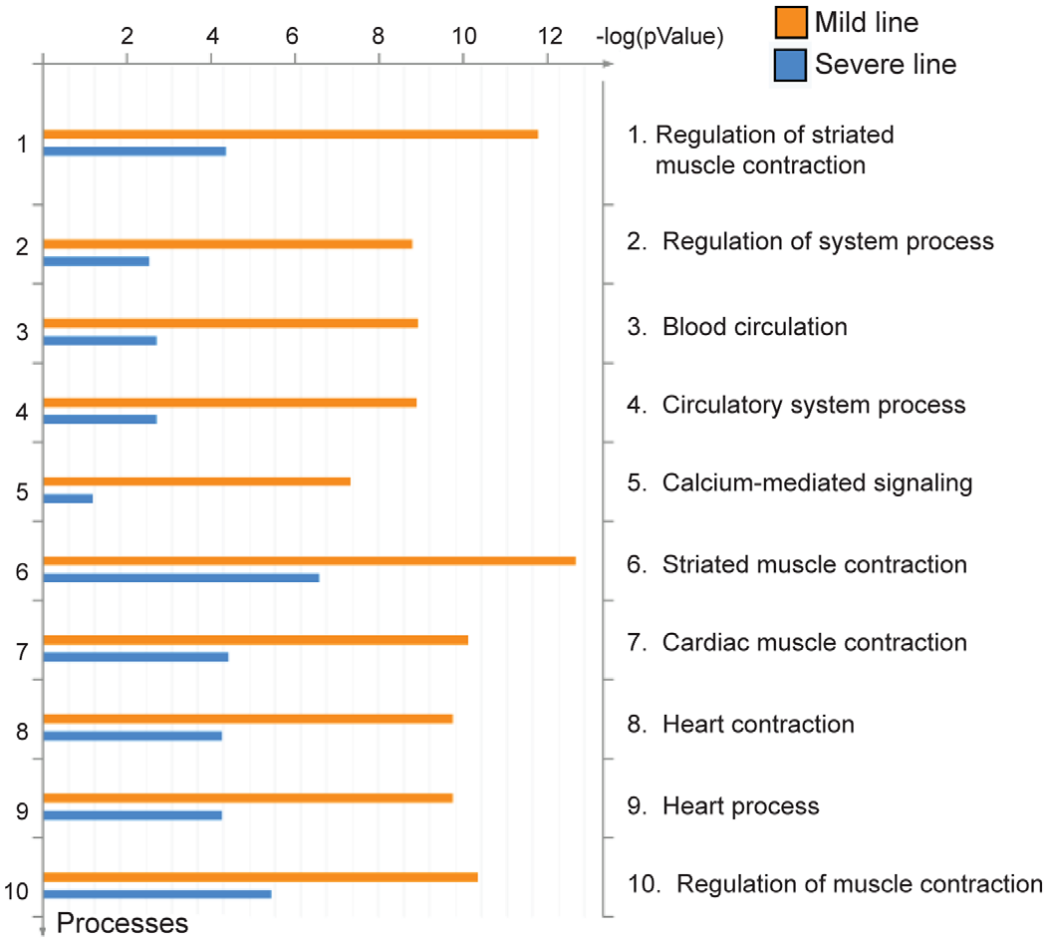
Functionally enriched processes identified in MHC-CELFΔ hearts. The top ten most functionally enriched processes in MHC-CELFΔ versus wild type hearts identified using the Metacore™ pathway analysis database are shown.

Gene ontology (GO) enrichment analysis was also performed to determine the most affected biological processes and cellular components. Genes related to the biological processes of muscle differentiation, myofibril assembly, calcium ion homeostasis, and calcium-mediated signaling were enriched in both lines (Figure S2). Genes involved in cation transport, regulation of blood pressure, and Wnt signaling were also enriched in the mild line, whereas genes involved in glucose catabolism were differentially enriched in the severe line. 

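Of the ion channel genes, Kcnv2, which encodes a modifier of potassium channels, fell by 1.45 on the log2 scale in the mild line (SE 0.15, adjusted p = 5.8e-06, n = 3) and by 0.90 in the severe line (adjusted p = 0.00129, n = 3). Gja1, which encodes the ventricular gap junction protein, fell by 0.88 in the mild line (SE 0.11, adjusted p = 4.9e-05), with -0.24 in the severe line (adjusted p = 0.354), and passed the test there with median scaling (-0.44, adjusted p = 0.0494; 0.0494 to 0.576 over the alternatives). The sodium channel gene Scn4b fell by 0.77 in the severe line (SE 0.14, adjusted p = 0.00252), with 0.12 in the mild line (adjusted p = 0.825). Of 21 cardiac channel genes, 7 were lower and 14 not past the test in the mild line (11 lower when adjusted over the list alone). The severe line had 5 lower and 16 not past it (6 lower when adjusted over the list alone). The list moved down in both lines (camera, adjusted p = 1.1e-09 and 3.4e-05) and did so with an estimated correlation (0.00764 and 0.0154). In the same hearts, the 18 atrial markers had mean log2 fold changes of -0.70 and -0.14. Corin, which encodes the protease that activates natriuretic peptides, fell by 1.48 in the mild line (SE 0.10, adjusted p = 3.9e-08) and by 0.63 in the severe line (adjusted p = 0.00123). Agtr1a, an angiotensin receptor gene, fell by 1.17 in the mild line (SE 0.099, adjusted p = 5.2e-07), with -0.27 in the severe line (adjusted p = 0.193). Over 18 blood pressure genes, 3 were higher and 3 lower in the mild line, and 1 and 1 in the severe line. When adjusted over the list alone these counts were 5 and 4, and 4 and 3. The list did not move one way (camera, adjusted p = 0.436 in the mild line and 0.970 in the severe line), though the mild line passed fry, which does not compare a list with other genes (adjusted p = 9.8e-04; 9.8e-04 to 0.899 over the alternatives). Among 29 Wnt signaling genes, Dkk3, which encodes a secreted Wnt modulator, fell by 1.08 in the mild line (SE 0.10, adjusted p = 1.8e-06), with -0.11 in the severe line (adjusted p = 0.725). The counts were 2 lower in the mild line, and 2 higher and 1 lower in the severe line, also when adjusted over the list alone. As a list they did not move one way (camera, adjusted p = 0.920 and 0.438). For glucose catabolism, the phosphofructokinase gene Pfkp rose by 1.03 and 0.91 in the mild and severe lines (SE 0.079, adjusted p = 1.2e-07 and 1.1e-06), and the enolase gene Eno2 by 0.71 and 1.32 (SE 0.088, adjusted p = 4.8e-05 and 3.0e-08). Fbp2, a muscle fructose bisphosphatase gene, fell by 1.49 and 0.93 (adjusted p = 2.3e-06 and 7.0e-04). Of 21 genes of glycolysis, 4 were higher and 1 lower in the mild line, and 3 higher and 1 lower in the severe line. When adjusted over the list alone these were 6 and 1, and 5 and 4. The list moved up in the mild line (camera, adjusted p = 0.0319), a call that ended with an estimated correlation (adjusted p = 0.170), with median scaling (0.0951, mean 0.041), with the features above the median signal alone (0.0670) and without replicate 2 of the severe line's littermates (0.0501, mean 0.064 against 0.070; adjusted p 0.00362 to 0.170 over the alternatives). Its adjusted p in the severe line was 0.489, or 0.0190 by fry (0.0190 to 0.734 over the alternatives).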

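Myl9, which encodes a myosin light chain of smooth muscle, rose by 0.91 on the log2 scale in the severe line (SE 0.11, adjusted p = 4.1e-05, n = 3), with -0.055 in the mild line (adjusted p = 0.911, n = 3). The focal adhesion gene Zyx rose by 0.62 in the severe line (SE 0.10, adjusted p = 0.00132), with 0.084 in the mild line (adjusted p = 0.843). A list of 21 genes of the actin cytoskeleton held targets of the serum response factor (SRF). It was fixed before the deposited data were examined, but after the paper's tables had been seen. Of these genes, 6 were higher and 15 not past the test in the severe line (8 higher when adjusted over the list alone). The mild line had 1 higher, 2 lower and 18 not past it, counts that were the same when adjusted over the list alone. The list moved up in the severe line (camera, adjusted p = 1.1e-08, or 0.0104 with an estimated correlation) and did not move one way in the mild line (adjusted p = 0.683). The lines differed (adjusted p = 7.1e-07, or 0.0287 with an estimated correlation). In the extracellular matrix, Lamb3, which encodes a laminin chain, fell by 1.51 in the mild line (SE 0.096, adjusted p = 1.0e-08) and by 0.65 in the severe line (adjusted p = 4.1e-04). Spon2, which encodes a secreted matrix protein, rose by 1.30 in the severe line (SE 0.22, adjusted p = 0.00141; 0.60 with its features averaged), with 0.55 in the mild line (adjusted p = 0.250). Lox, which encodes an enzyme that crosslinks collagen, rose by 0.88 in the severe line (SE 0.10, adjusted p = 3.3e-05), with 0.25 in the mild line (adjusted p = 0.262) and a difference of -0.63 between the lines (adjusted p = 0.00807). Of 33 matrix genes other than collagens, 6 were higher and 1 lower in the mild line, and 13 higher and 1 lower in the severe line. When adjusted over the list alone these were 7 and 1, and 19 and 1. The list moved up in both lines (camera, adjusted p = 6.8e-04 and 1.2e-11), with an estimated correlation in the severe line (0.0196) and not in the mild line (0.198), nor there by fry (0.0585; 2.3e-05 to 0.198 over the alternatives). In the same hearts, 18 fibroblast markers had mean log2 fold changes of 0.16 and 0.18.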

Cellular components of the actin cytoskeleton, myofibril, and extracellular matrix were enriched in both lines (Figure S3). 

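Sln, which encodes sarcolipin, an inhibitor of the calcium pump found mainly in atria, fell by 1.85 on the log2 scale in the mild line (SE 0.13, adjusted p = 7.6e-08, n = 3), with -0.33 in the severe line (adjusted p = 0.262, n = 3). Pln, which encodes phospholamban, the ventricular inhibitor of that pump, fell by 1.09 in the mild line (SE 0.13, adjusted p = 2.7e-05) and by 0.68 in the severe line (adjusted p = 0.00479). In the severe line its call ended without severe line replicate 1 (-0.58, adjusted p = 0.0591; 3.1e-04 to 0.0668 over the alternatives). Ryr2, which encodes the calcium release channel, fell by 1.11 in the mild line (SE 0.092, adjusted p = 4.0e-07; -0.57 with its features averaged) and by 0.49 in the severe line (adjusted p = 0.00412). Between the lines, Sln differed by -1.52 (adjusted p = 1.5e-05), Ryr2 by -0.62 (adjusted p = 0.00497) and Pln by -0.42, not past the test (adjusted p = 0.221).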

Genes related to the sarcoplasmic reticulum, which is the primary intracellular calcium storage site in striated muscle, were also enriched in the mild line. Collagen matrix genes were enriched in the severe but not mild line, consistent with the presence of fibrosis only in this line [10], [11]. Together, these analyses all point to a direct disruption in the expression of contraction, contractility, and calcium handling genes in the MHC-CELFΔ heart. This is consistent with the MHC-CELFΔ phenotype, in which Doppler ultrasound analysis and echocardiography revealed impaired contractile function [10], [11]. 

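Col16a1, which encodes a collagen of the fibril surface, rose by 0.44 on the log2 scale in the severe line (SE 0.078, adjusted p = 0.00274, n = 3), with 0.24 in the mild line (adjusted p = 0.116, n = 3). With median scaling its call in the severe line ended (0.29, adjusted p = 0.204; 0.00153 to 0.204 over the alternatives). Col4a5, a basement membrane collagen gene, rose by 0.44 in the mild line (SE 0.071, adjusted p = 7.8e-04) and by 0.30 in the severe line (adjusted p = 0.0225). The latter call ended without severe line replicate 1, 2 or 3 (adjusted p = 0.0570, 0.0544 and 0.137), with median scaling (0.18, adjusted p = 0.479) and with offset 16 (adjusted p = 0.140; 0.0104 to 0.479 over the alternatives). The fibrillar collagen gene Col1a1 rose by 0.48 in the severe line (SE 0.10, adjusted p = 0.0114), a call that ended without severe line replicate 1 (0.42, adjusted p = 0.107) or 2 (0.46, adjusted p = 0.0517), with median scaling (0.36, adjusted p = 0.110) and with offset 16 (0.53, adjusted p = 0.0616), with adjusted p from 0.00144 to 0.110 over the alternatives. Of 17 collagen genes, 3 were higher and 14 not past the test in the mild line, and 8 higher and 9 not past it in the severe line. When adjusted over the list alone, 6 and 9 were higher. The list moved up in both lines (camera, adjusted p = 8.2e-07 in the mild and 2.6e-09 in the severe line), and did so with an estimated correlation (0.0335 and 0.0166). Its mean log2 fold change was 0.24 in the mild and 0.32 in the severe line, and the lines did not differ by the test (adjusted p = 0.192). In the same hearts, 18 fibroblast markers, some of them collagens, had mean log2 fold changes of 0.16 and 0.18, and 17 endothelial markers -0.014 and -0.094. Among the fibroblast markers, Meox1, which encodes a homeobox transcription factor, rose by 0.85 in the severe line (SE 0.11, adjusted p = 1.3e-04).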

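Of the mitochondrial genes, Sdhb, which encodes the iron-sulfur subunit of complex II, fell by 0.48 on the log2 scale in the severe line (SE 0.072, adjusted p = 5.0e-04, n = 3), with 0.020 in the mild line (adjusted p = 0.956, n = 3). The lines differed in Sdhb by 0.50 (adjusted p = 0.00355). Over 54 genes of oxidative phosphorylation, 15 were lower and 39 not past the test in the severe line (32 lower and 1 higher when adjusted over the list alone). In the mild line limma called 0 higher and 0 lower, with 8 of the 54 at an unadjusted p under 0.05. In fatty acid oxidation, Cpt2, which encodes a carnitine palmitoyltransferase, fell by 0.81 in the mild line (SE 0.093, adjusted p = 1.9e-05) and by 0.66 in the severe line (adjusted p = 2.6e-04). The electron transfer gene Etfdh fell by 0.67 and 0.73 (SE 0.097, adjusted p = 2.2e-04 and 1.5e-04), and by 0.29 and 0.28 with the features of a gene averaged. Bdh1, which encodes a ketone body enzyme, rose by 1.21 in the mild line (SE 0.11, adjusted p = 6.3e-07), with 0.11 in the severe line (adjusted p = 0.731). Of 29 such genes, 17 were lower and 1 higher in the mild line, and 13 lower in the severe line. When adjusted over the list alone 19 and 21 were lower. The oxidative phosphorylation list moved down in the severe line (camera, adjusted p = 1.1e-18, or 0.0154 with an estimated correlation), with a mean log2 fold change of -0.24. Its mean in the mild line was -0.031 (adjusted p = 0.185), past the test against the line's own littermates (-0.060, adjusted p = 0.0183, though 0.469 with an estimated correlation) and with median scaling (-0.061, adjusted p = 0.0222; 0.0183 to 0.670 over the alternatives). The fatty acid oxidation list moved down in both lines (adjusted p = 8.4e-15 and 1.4e-16, or 0.0166 and 0.0154 with an estimated correlation), with means of -0.32 and -0.33. The 18 fibroblast markers had means of 0.16 and 0.18, and the 17 endothelial markers -0.014 and -0.094. A lower share of heart muscle cells, with the other cell types in unchanged proportions, would raise the markers of every other cell type alike. In the severe line, fibroblast and endothelial markers moved apart by 0.27, against a range of 0.14 in wild type arrays. This argues against such a lower share as the cause of either list's fall in that line. The test was chosen after the result was seen. More fibroblasts alone would also lower the share and part these markers, so the test cannot decide on that. The paper describes fibrosis in this line. For the fall of the fatty acid oxidation list in the mild line, a lower share was not tested.

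**Figure D2:**
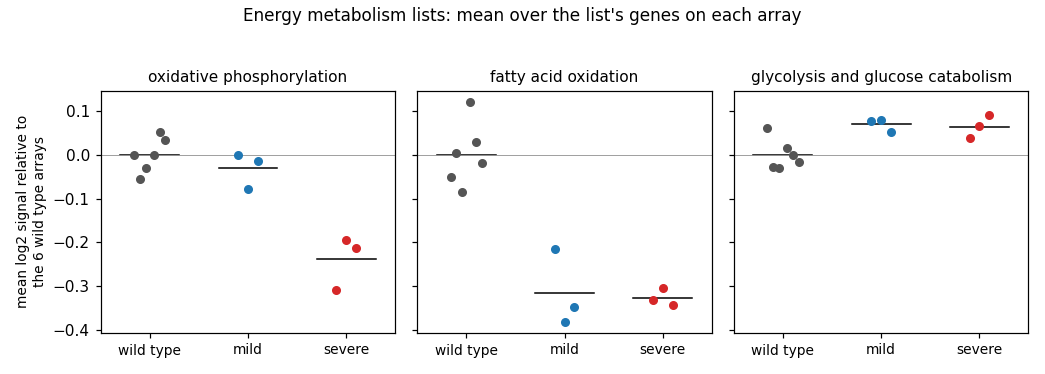
Mean log2 signal of the genes of 3 metabolic lists in each of the 12 arrays, relative to the mean of the 6 wild type arrays. The 3 severe line arrays lie below all wild type arrays for oxidative phosphorylation, and the 6 transgenic arrays do for fatty acid oxidation.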

Notably, gene expression changes that would support other possible causes of poor cardiac function, such as mitochondrial failure or severe metabolic defects, were not observed.

### The Serum Response Factor Pathway is Affected by the Loss of CELF Activity

In addition to the pathway and gene ontology analyses, network analysis was performed using Ingenuity Pathway Analysis software. 

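The serum response factor SRF is a transcription factor of muscle and growth response genes. In the array data, the network that the study names for it holds 12 genes: Srf itself, the inhibitors Hopx and Fhl2, and the targets Acta1, Casq1, Ccn2, Egr1, Fhl1, Fos, Nppb, Rcan1 and Tpm2. In the mild line 9 of the 12 were higher, 2 lower and 1 not past the test (10 higher and 2 lower when adjusted over the list alone). The severe line had 6 higher, 2 lower and 4 not past it (8 and 2 when adjusted over the list alone). The genes moved up on balance in both lines, by camera (mild line, adjusted p = 4.1e-07, or 0.0193 with an estimated correlation; severe line, 1.0e-07, or 0.0166). The study chose these genes on the same hearts, so their test is not independent evidence. No difference between the lines was found for the list (adjusted p = 0.123). The list joins inhibitors, which fell, with targets, which rose, so this test does not compare the targets alone. Mild minus severe was -2.58 for Hopx and -0.97 for Fhl2, and ran from -0.64 (Tpm2) to 0.83 (Fos) over the targets. By fry the call in the mild line ended (adjusted p = 0.0965, the highest over the alternatives, from 2.8e-08). The 20 skeletal muscle markers had mean log2 fold changes of 0.29 in the mild line and 0.28 in the severe line. Their medians were 0.063 and 0.018. Without the genes matched by name to Table S3 that list passed camera in neither line (adjusted p = 0.178 and 0.852).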

The SRF network was the most affected transcription factor network in MHC-CELFΔ mice (P = 7.75E−35). In this network, nine known targets of SRF regulation (*Acta1*, *Casq1*, *Ctgf*, *Nppb*, *Fos*, *Egr1*, *Rcan1*, *Fhl1*, and *Tpm2*) were up-regulated in MHC-CELFΔ mice (Figure 3 and Table 1), suggesting an increase in SRF activity. 

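Acta1, which encodes the skeletal muscle actin, rose by 1.42 on the log2 scale in the mild line (SE 0.084, adjusted p = 3.6e-09, n = 3) and by 1.18 in the severe line (adjusted p = 7.0e-08, n = 3). Ccn2, the current symbol of Ctgf, which encodes a matricellular growth factor, rose by 1.36 and 1.55 (SE 0.20, adjusted p = 2.4e-04 and 9.5e-05), and was higher in the littermates of the mild line than in those of the severe line by 0.77 (adjusted p = 0.0466). Against own littermates, the log2 fold change of Ccn2 was 0.98 (mild, under 2-fold, adjusted p = 3.7e-04) and 1.94 (severe, adjusted p = 2.2e-07). Rcan1, which encodes an inhibitor of calcineurin, rose by 1.34 and 1.45 at its brighter feature (SE 0.12, adjusted p = 8.1e-07 and 4.5e-07) and by 2.08 and 2.35 at the dimmer one. The tropomyosin gene Tpm2 rose by 0.60 in the mild line (SE 0.10, adjusted p = 0.00118) and by 1.24 in the severe line (adjusted p = 4.5e-07). Fhl1, which encodes a LIM domain protein of muscle, rose by 1.03 in the severe line (SE 0.10, adjusted p = 8.9e-06) and by 0.46 in the mild line (adjusted p = 0.0161). Nppb, which encodes brain natriuretic peptide, rose by 1.44 in the mild line (SE 0.22, adjusted p = 3.6e-04) and by 0.88 in the severe line (adjusted p = 0.0288). The mild line alone passed the test for Casq1, Egr1 and Fos. Casq1, which encodes the skeletal muscle calsequestrin, rose by 1.14 (SE 0.17, adjusted p = 3.5e-04), with 0.62 in the severe line (adjusted p = 0.0578). The immediate early genes Egr1 and Fos rose by 1.30 and 1.14 (SE 0.17 and 0.22, adjusted p = 9.7e-05 and 0.00495), with 0.50 and 0.30 in the severe line (adjusted p = 0.164 and 0.633). Tested between the lines, Tpm2 differed by -0.64 and Fhl1 by -0.57 (adjusted p = 0.00743 and 0.0228). Casq1, Egr1 and Fos did not differ (adjusted p = 0.251, 0.0539 and 0.143), nor did Nppb (0.368). Some calls depended on single arrays. The call of Fhl1 in the mild line ended without replicate 1 (0.39, adjusted p = 0.124) or 2 (0.41, adjusted p = 0.121) and with offset 16 (0.46, adjusted p = 0.0864). That of Fos ended without mild line replicate 1 (0.98, adjusted p = 0.0540), with each line's own littermates (0.98, adjusted p = 0.0519) and with trend and robust variances (1.14, adjusted p = 0.0655). That of Nppb in the severe line ended without severe line replicate 3 (0.49, adjusted p = 0.200), without replicate 1 of the mild line's littermates (0.86, adjusted p = 0.0527) or of the severe line's (0.82, adjusted p = 0.0539), with median scaling (0.67, adjusted p = 0.167), with trend and robust variances (0.88, adjusted p = 0.151) and with offset 16 (0.89, adjusted p = 0.0894). Casq1 in the severe line passed without severe line replicate 3 (0.82, adjusted p = 0.0210), without replicate 1 of either line's littermates (mild, 0.69, adjusted p = 0.0294; severe, 0.67, adjusted p = 0.0442), with its own littermates (0.78, adjusted p = 0.0333) and with the features above the median signal alone (0.62, adjusted p = 0.0483). Without severe line replicate 3, the value of Fos in that line turned to -0.083 and that of Egr1 went to 0.25. Egr1 passed without replicate 1 of the mild line's littermates (0.60, adjusted p = 0.0438). Over the alternatives adjusted p ran from 0.00641 to 0.124 for Fhl1, 3.3e-04 to 0.0655 for Fos, 0.00317 to 0.200 for Nppb, 0.0210 to 0.319 for Casq1 and 0.0438 to 0.608 for Egr1.

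**Figure D3:**
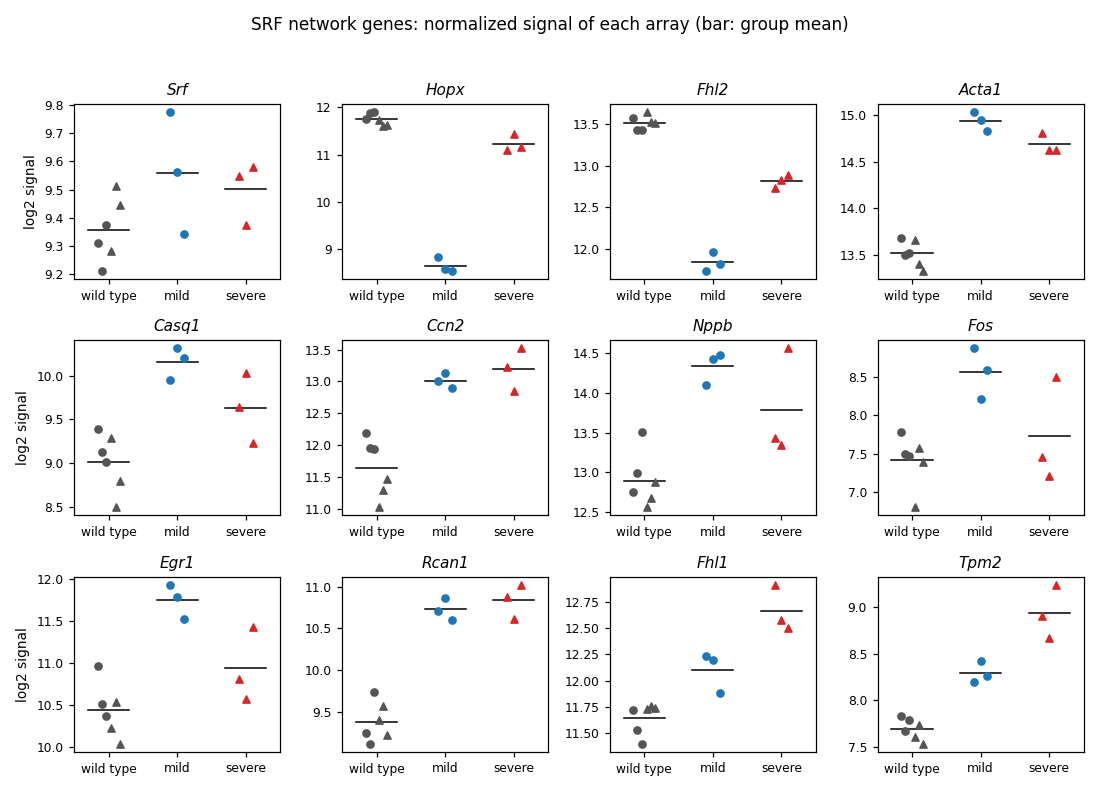
Log2 signal of the 12 SRF network genes in each of the 12 arrays, by group (wild type, mild line, severe line). Circles are the mild line and its littermates, triangles the severe line and its littermates, and each bar is the mean of a group. For Acta1, all 6 transgenic arrays lie above all 6 wild type arrays.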

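Srf, which encodes the transcription factor itself, had a mean log2 signal of 9.36 in wild type hearts. Its log2 fold change was 0.20 in the mild line (SE 0.091, n = 3, adjusted p = 0.347) and 0.15 in the severe line (SE 0.091, n = 3, adjusted p = 0.541), neither past the test. Adjusted over the 12 genes of the network alone, the limma p was 0.0362 in the mild line and 0.135 in the severe line. In the mild line this equals the unadjusted p, and the study chose the 12 genes on the same hearts. It is therefore no independent sign that Srf rose. Over 24 alternative settings the mild line's value ran from 0.097 to 0.31 and the severe line's from 0.015 to 0.21.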

The levels of *Srf*, however, did not change. *Hopx* and *Fhl2*, genes that encode proteins known to bind to SRF and inhibit its activity [12], [22], [23], were down-regulated.

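Hopx, which encodes a homeodomain-only protein, fell by 3.10 on the log2 scale in the mild line (SE 0.092, adjusted p = 1.2e-13, n = 3) and by 0.52 in the severe line (SE 0.092, adjusted p = 0.00247, n = 3). Fhl2, which encodes a LIM domain protein of heart muscle, fell by 1.67 in the mild line (SE 0.072, adjusted p = 3.1e-11) and by 0.70 in the severe line (adjusted p = 9.0e-06). A second, dimmer Fhl2 feature fell by 2.11 and 0.60 (adjusted p = 2.9e-10 and 0.00235). Against its own littermates the severe line had -0.42 for Hopx and -0.74 for Fhl2 (limma, adjusted p = 0.0271 and 5.0e-05). With the replicate number as a block as well, 1 of these 2 genes, Fhl2, was past the test there, and the call of Hopx ended. That number does not pair the hearts in the design. Both genes were lower in the mild line than in the severe line, Hopx by a log2 difference of -2.58 (adjusted p = 3.8e-11) and Fhl2 by -0.97 (adjusted p = 1.2e-06). The paper proposes that SRF activity is increased in MHC-CELFΔ hearts through the loss of its inhibitors. It cites the rise of known SRF targets, the unaltered level of Srf and the fall of these inhibitors by arrays, RT-PCR and western blots. It also cites mice that over-express CELF1 and affected males. A list of 21 other SRF targets, of the actin cytoskeleton, had a mean of 0.016 in the mild line (camera, adjusted p = 0.683). In the severe line, where both inhibitors fell less, its mean was 0.32 (adjusted p = 1.1e-08, or 0.0104 with an estimated correlation). Of the network's own genes, 9 were higher in the mild line and 6 in the severe line.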

**Figure 3:**
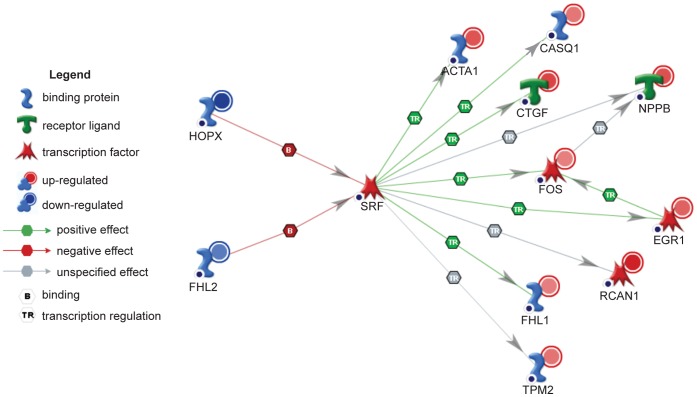
The serum response factor (SRF) network is affected in MHC-CELFΔ mice. The SRF network was identified as the most affected transcription factor network in MHC-CELFΔ mice using Ingenuity Pathway Analysis software. Two up-stream inhibitors of SRF activity, *Hopx* and *Fhl2*, are down-regulated (blue circles) in MHC-CELFΔ hearts, while nine down-stream targets of SRF are up-regulated (red circles). *Srf* levels are unchanged. The saturation level (blue and red circles) reflects the relative fold change in MHC-CELFΔ mice relative to wild type.

**Table 1:** Microarray results for genes in the serum response factor (SRF) pathway in MHC-CELFΔ hearts^a^.

		MILD LINE					SEVERE LINE				
Gene	Protein AKA	logFC	APV	DOC	FC from WT	|FC|	logFC	APV	DOC	FC from WT	|FC|
*Srf*		0.20	0.3155	None	1.15	1.15	0.14	0.5113	None	1.10	1.10
*Acta1*		1.42	2.59E−08	Up	2.68	2.68	1.17	3.06E−07	Up	2.26	2.26
*Casq1*		1.10	0.0011	Up	2.14	2.14	0.59	0.0818	Slight up (n.s.)	1.51	1.51
*Ctgf*		1.35	0.0009	Up	2.55	2.55	1.54	0.0004	Up	2.91	2.91
*Nppb*	BNP	1.44	0.0014	Up	2.71	2.71	0.88	0.0486	Slight up	1.84	1.84
*Fos*	c-fos	1.01	0.0108	Up	2.01	2.01	0.27	0.6673	Slight up (n.s.)	1.20	1.20
*Egr1*		1.28	0.0004	Up	2.44	2.44	0.49	0.2038	Slight up (n.s.)	1.40	1.40
*Rcan1*	calcipressin	1.89	5.59E−06	Up	3.69	3.69	2.15	2.03E−06	Up	4.43	4.43
*Fhl1*	SLIM1	0.46	0.0189	Slight up	1.37	1.37	1.02	3.10E−05	Up	2.02	2.02
*Tpm2*		0.53	0.0026	Slight up	1.45	1.45	1.12	3.64E−06	Up	2.18	2.18
*Hopx*	LAGY	−3.00	8.63E−12	Down	0.13	8.00	−0.51	0.0025	Slight down	0.70	1.43
*Fhl2*	SLIM3	−1.66	1.57E−10	Down	0.32	3.17	−0.70	7.64E−06	Slight down	0.62	1.62

a AKA = also known as, FC = fold change, APV = adjusted P value, DOC = direction of change, WT = wild type, |FC| = absolute fold change, n.s. = not significant.

To validate the microarray results, real-time RT-PCR analysis was performed on all twelve SRF network genes in wild type and MHC-CELFΔ heart samples (Figure 4). The transcript levels of both the upstream inhibitors, *Hopx* and *Fhl2*, were significantly decreased in the mild and severe MHC-CELFΔ lines compared to the wild type, with fold changes that were similar to the microarray results (Table 1). *Srf* transcript levels remained unchanged between wild type and the two transgenic lines. Since HOPX and FHL2 are known to repress SRF activity, the reduced levels of these two factors would be predicted to increase the activity of SRF, leading to the up-regulation of its downstream targets. An increase in the transcript levels of the nine downstream SRF targets identified in this network (*Acta1*, *Casq1*, *Ctgf*, *Nppb*, *Fos*, *Egr1*, *Rcan1*, *Fhl1*, and *Tpm2*) was confirmed, supporting an increase in SRF activity. Although the increases in mean *Ctgf* and *Fos* transcript levels did not reach statistical significance (P = 0.06 and 0.07 for *Ctgf* in the mild and severe line, respectively, and P = 0.14 and 0.18 for *Fos*), this is likely due to higher levels of variability for these transcripts. Some degree of increase was observed for both transcripts in all three of the three sample sets tested, ranging from a 2.1- to 8.1-fold increase for *Ctgf* and from 1.4- to 8.9-fold for *Fos*.

**Figure 4:**
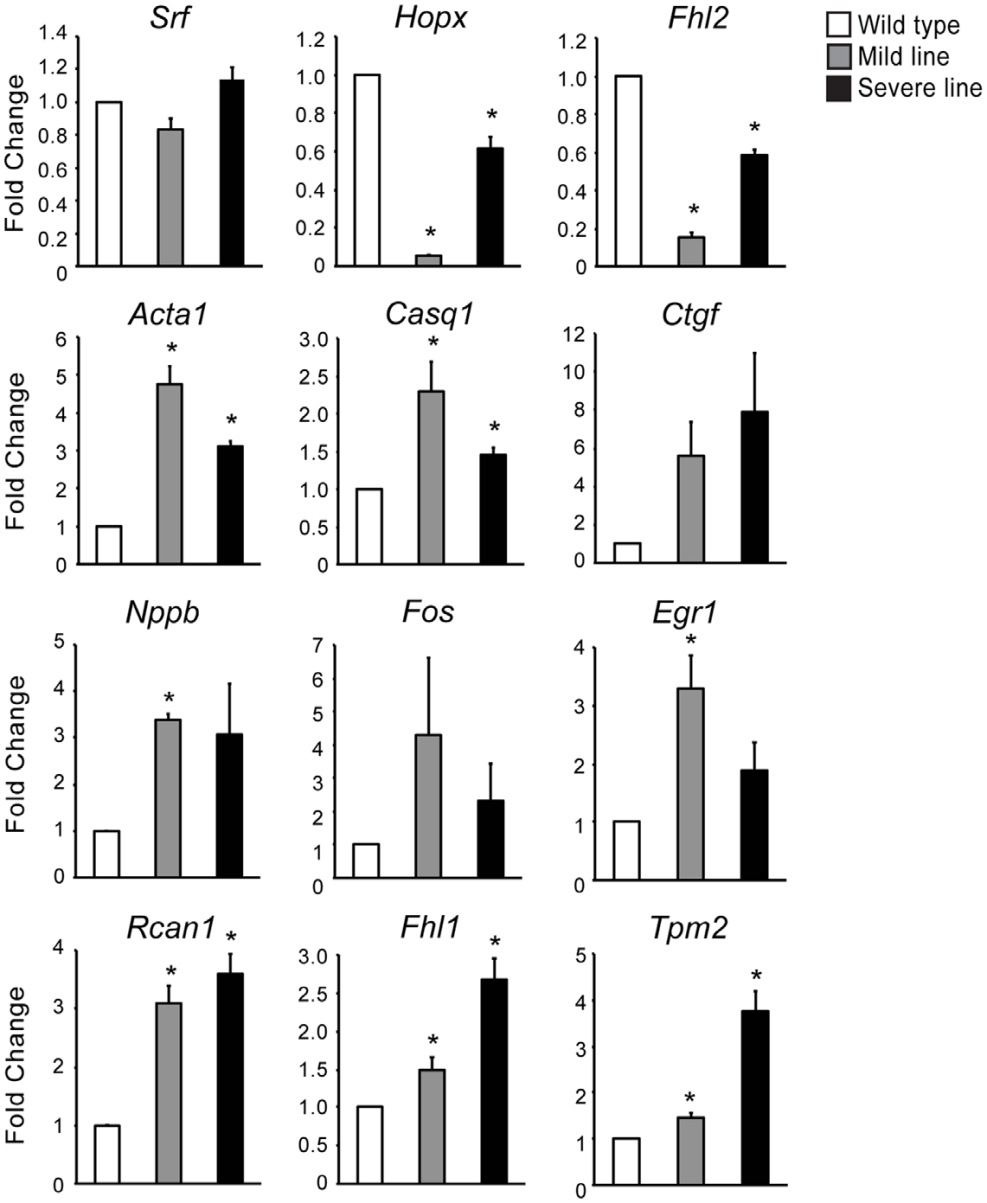
Real-time RT-PCR validation of the microarray results for the SRF network genes. Total RNA was extracted and mRNA levels were assayed using SYBR green-based detection. Reduced levels of upstream inhibitors of SRF and elevated levels of downstream targets of SRF were confirmed in MHC-CELFΔ hearts compared to wild type, while *Srf* transcript levels remain unchanged. Fold changes shown represent the mean+standard error of the mean of three independent sample sets tested in independent experiments. Similar directional changes or lack thereof were observed for each transcript in all three sample sets. An asterisk indicates the mean is significantly different from that of the wild type (P ≤ 0.05).

Western blot analyses were also performed on SRF, HOPX, FHL2, and three of the downstream targets of SRF: ACTA1, CASQ1, and FHL1 (Figure 5). Decreases in HOPX and FHL2 protein expression were observed in both the mild and severe MHC-CELFΔ lines compared to the wild type. In contrast, the protein levels of the downstream SRF targets were increased in the transgenic lines relative to wild type. SRF expression levels were the same. These data indicate that the changes in transcript levels in the SRF network reflect comparable changes in protein expression.

**Figure 5:**
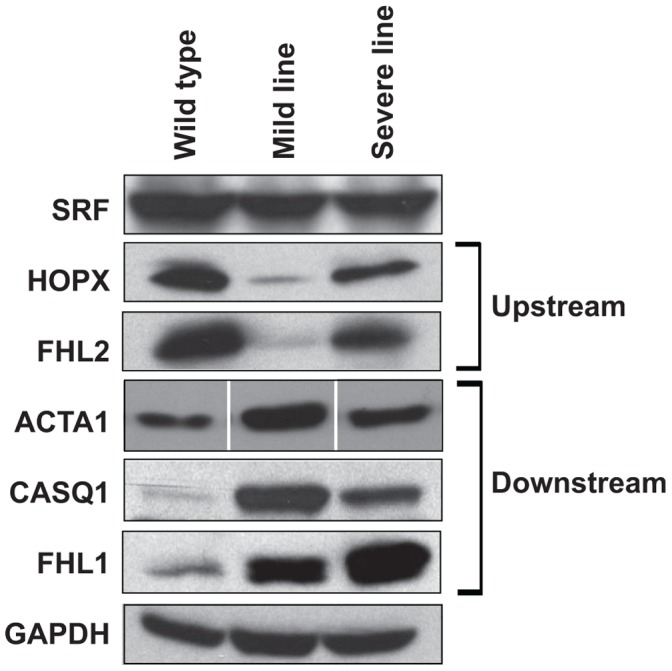
Protein expression of SRF network genes in wild type, mild and severe MHC-CELFΔ lines. Western blot analysis shows a decrease in expression of the SRF inhibitors HOPX and FHL2 in the mild and severe lines of MHC-CELFΔ mice compared to wild type, accompanied by an increase in the levels of three SRF targets. SRF and GAPDH expression levels are constant. Equivalent loading was further confirmed by Ponceau S staining (data not shown). Representatives of three independent blots with similar results are shown. Irrelevant intervening lanes were excised on the ACTA1 blot.

### CELF1 Over-expression Up-regulates Fhl2, Leading to an Apparent Decrease in SRF Activity

To establish that the cause for the activation of the SRF transcription factor pathway is the change in CELF activity in MHC-CELFΔ mice and not secondary to the development of cardiomyopathy and heart failure, the consequences of CELF1 over-expression on the SRF pathway was examined in heart samples from a line of MCKCUG-BP1 mice that mildly over-expresses CELF1 in heart muscle, but does not develop overt cardiomyopathy [14]. Similar to previous experiments with MHC-CELFΔ heart samples, real-time RT-PCR analysis was performed for all twelve SRF network genes to compare their transcript levels in sex- and age-matched wild type and MCKCUG-BP1 heart samples (Figure 6A). Western blots were also performed for CELF1, SRF, HOPX, FHL2, ACTA1, CASQ1, FHL1, and GAPDH (Figure 6B).

**Figure 6:**
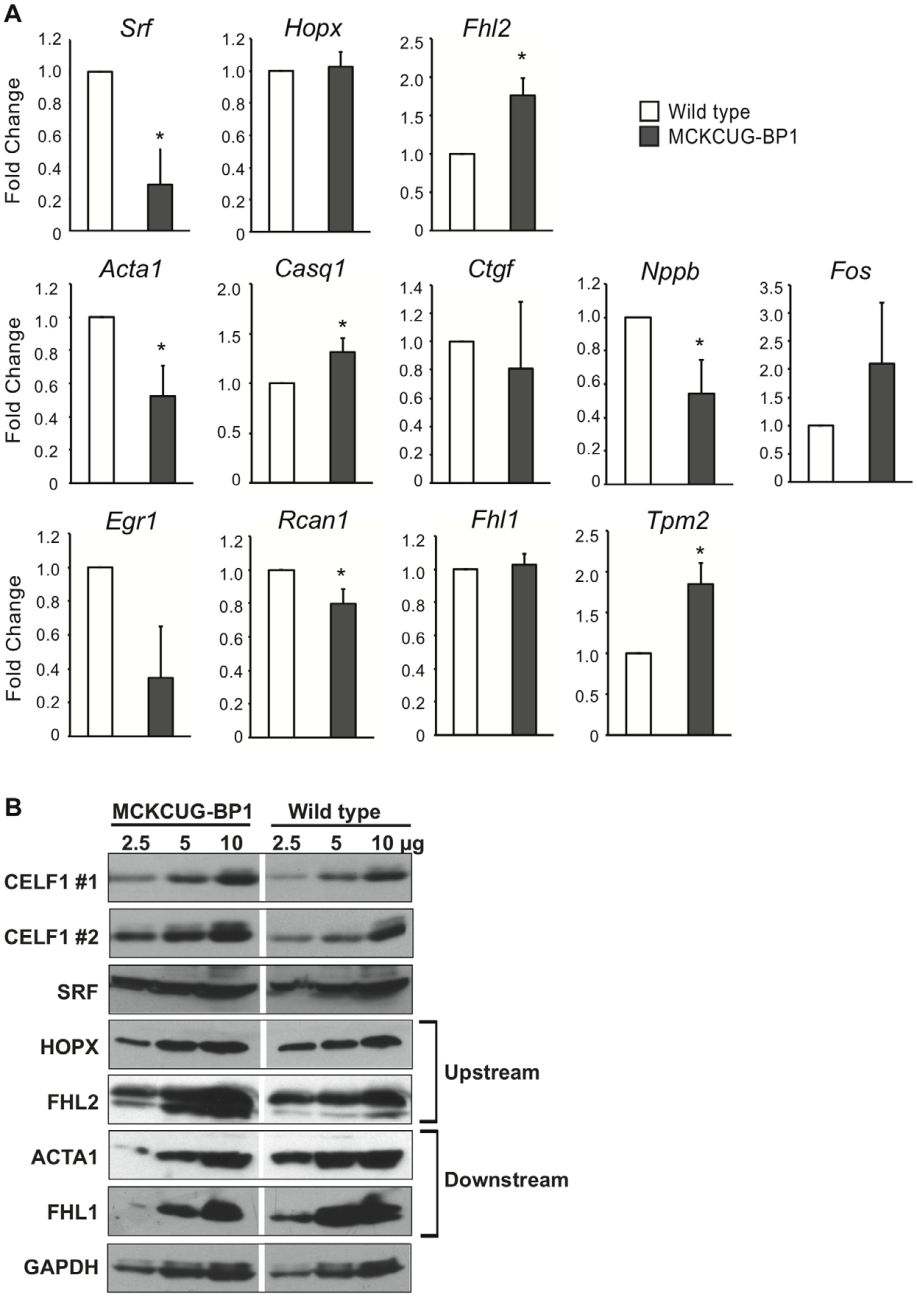
Expression of SRF network genes in wild type and MCKCUG-BP1 hearts. (A) Total RNA was extracted from adult wild type and MCKCUG-BP1 hearts and mRNA levels were assayed using SYBR green-based detection. A general trend shows an increase in the mRNA levels of *Fhl2*, the upstream inhibitor of SRF, and a decrease in the levels of some of the downstream targets of SRF in MCKCUG-BP1 hearts compared to wild type, an effect opposite to that seen in MHC-CELFΔ mice. *Srf* transcripts are also decreased in MCKCUG-BP1 hearts relative to wild type. Fold changes shown represent the mean+standard error of the mean of four independent sample sets tested in independent experiments. An asterisk indicates the mean is significantly different from that of wild type (P ≤ 0.05). (B) Dilutions of total protein from adult MCKCUG-BP1 and wild type hearts were probed on the same blot. Empty or irrelevant lanes between the MCKCUG-BP1 and wild type samples were excised. The level of CELF1 over-expression varied from ∼1.5 fold (CELF1 #1) to ∼2–3 fold (CELF1 #2). An increase in the protein level of the upstream inhibitor of SRF, FHL2, and a decrease in the levels of two downstream SRF targets establish a general pattern opposite to that observed in MHC-CELFΔ hearts. Representatives of three independent sets are shown; similar differences were observed in two out of three MCKCUG-BP1 samples relative to wild type, and correlated with higher levels of CELF1 over-expression. SRF and GAPDH protein levels are unchanged in all samples tested. Equivalent loading was further confirmed on each blot by Ponceau S staining (data not shown).

The MCKCUG-BP1-1032 line used in this study has been reported to express a total (i.e., endogenous plus exogenous) of ∼1.5 times the normal level of CELF1 protein in the heart [14]. This is not enough to cause an overt cardiac phenotype [14], but it is sufficient over-expression to partially rescue cardiac pathogenesis in MHC-CELFΔ-10 mice [10]. The over-expression of CELF1 in the MCKCUG-BP1 heart was confirmed by western blot. Notably, we observed some variability in the level of over-expression, ranging from ∼1.5-fold as previously reported to ∼2- to 3-fold (Figure 6B).

We postulated that increased CELF1 expression would boost *Hopx* and *Fhl2* levels, thereby reducing SRF activity without changing the levels of SRF. Surprisingly, a decrease in *Srf* transcript levels was seen with CELF1 over-expression in three out of four MCKCUG-BP1 samples (Figure 6A). Western blot analysis, however, did not show a corresponding difference in SRF protein levels between wild type and MCKCUG-BP1 mice in any individuals tested (Figure 6B). The transcript levels of *Fhl2* were increased in MCKCUG-BP1 lines compared to the wild type, but *Hopx* transcript levels were unchanged (Figure 6A). Likewise HOPX protein levels did not noticeably differ between MCKCUG-BP1 and wild type hearts, whereas FHL2 protein levels were elevated in two individuals that had approximately 2-to 3-fold over-expression of CELF1, but did not change in a third that had only ∼1.5-fold over-expression (Figure 6B and data not shown).

Transcript levels of the downstream SRF targets *Acta1*, *Nppb*, and *Rcan1* were reduced in MCKCUG-BP1 hearts (Figure 6A). Two additional SRF targets (*Ctgf* and *Egr1*) showed a trend towards decreased expression in the MCKCUG-BP1 heart, but did not reach statistical significance. For both *Ctgf* and *Egr1*, expression of the target was reduced relative to wild type levels in three out of four MCKCUG-BP1 samples, though to a variable degree. Concordant with the reduced transcript levels, ACTA1 protein levels decreased in two out of three MCKCUG-BP1 samples, correlating with the level of over-expression of CELF1 (Figure 6B and data not shown). *Fhl1* transcript levels did not exhibit consistent down-regulation in the MCKCUG-BP1 heart RNA samples tested (Figure 6A), but FHL1 protein levels were somewhat reduced in the same two out of three MCKCUG-BP1 individuals that have higher levels of CELF1 and reduced levels of ACTA1 (Figure 6B and data not shown). Notably, five of the targets that are down-regulated in MCKCUG-BP1 mice (*Acta1*, *Nppb*, *Egr1*, *Rcan1*, and *Fhl1*) were reduced in primary murine cardiomyocytes following ablation of SRF [24]. In addition, two SRF targets (*Casq1* and *Tpm2*) had higher transcript levels (Figure 6A), with three out of four MCKCUG-BP1 samples showing variable levels of up-regulation. *Fos* also exhibited a trend towards increased expression, but was only elevated in two out of four samples. Although *Casq1* transcript levels appear to be slightly elevated in the MCKCUG-BP1 heart, no effect was seen on CASQ1 protein levels in any of the samples regardless of the level of CELF1 over-expression (data not shown). Overall, seven of the eleven SRF network genes dysregulated in response to repression of CELF activity (*Fhl2, Acta1*, *Ctgf*, *Nppb*, *Egr1*, *Rcan1*, and *Fhl1*) showed a reverse trend in CELF1 over-expressing hearts. Furthermore, these changes appear to be dose-dependent (i.e., greater over-expression of CELF1 correlates with greater changes in transcript and protein expression).

### Changes in CELF-mediated Alternative Splicing and SRF Inhibitor Expression Correlate with Cardiomyopathy in MHC-CELFΔ Males

To determine whether the dysregulation of alternative splicing and/or SRF correlates with the degree of pathogenesis, we examined both alternative splicing of known CELF targets and levels of SRF, HOPX, and FHL2 in the hearts of adult MHC-CELFΔ severe line males. While all severe line MHC-CELFΔ females exhibit changes in CELF-mediated alternative splicing and develop cardiomyopathy by 24 weeks of age, only about half of severe line transgenic males do so [10]. Suggestively, it was previously shown that the fraction of severe line males with altered *Mtmr1* alternative splicing is similar to the fraction that develop enlarged hearts [10], but in these experiments alternative splicing was assessed independently from pathogenic changes. Here, 24 week-old males were designated “affected” if their heart size was two or more standard deviations above the mean value for age-matched wild type males, and “unaffected” if their heart size was within one standard deviation of normal. The alternative splicing of three known CELF targets, *Mef2A* exon 16, *Itgb1* exon D, and *Ank2* exon 21, were strongly dysregulated in affected males (Figure 7A), similar to age-matched severe line females ([11] and Figure S4). Strikingly, the alternative splicing patterns of these targets were significantly less disrupted in unaffected males (Figure 7A).

**Figure 7:**
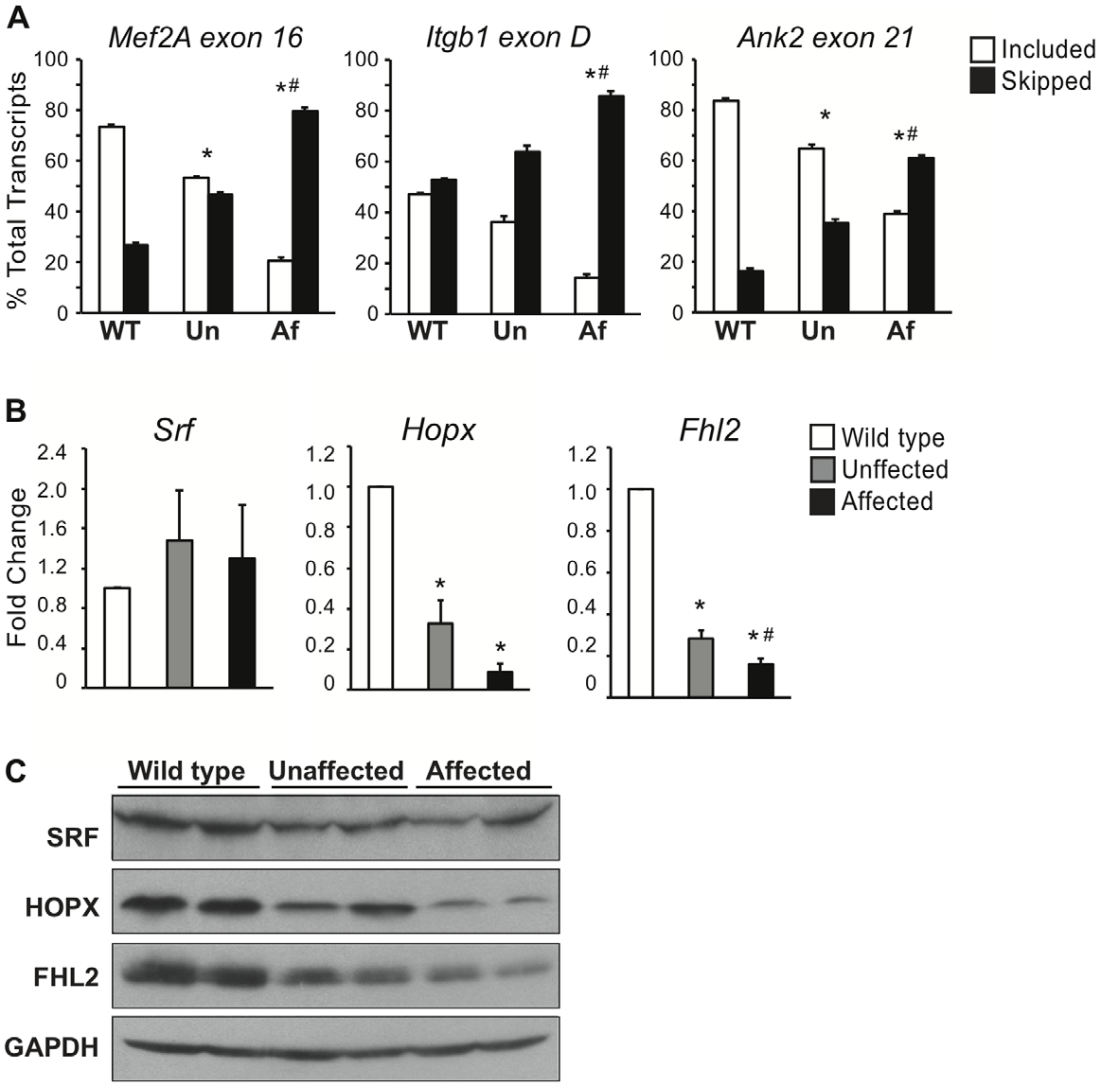
Dysregulation of alternative splicing and SRF inhibitor expression correlates with cardiomyopathy in MHC-CELFΔ males. (A) Total RNA was harvested from the hearts of adult wild type (WT), unaffected (Un) and affected (Af) MHC-CELFΔ severe line males. The alternative splicing of *Mef2A* exon 16, *Itgb1* exon D, and *Ank2* exon 21 were evaluated by RT-PCR. (B) *Srf*, *Hopx*, and *Fhl2* transcript levels were assessed in unaffected and affected MHC-CELFΔ severe line males by real time RT-PCR. For (A) and (B), mean values+standard error of the mean are shown for three individuals per group. An asterisk indicates the mean is significantly different from that of wild type, whereas a pound sign indicates a significant difference between affected and unaffected males (P ≤ 0.05). Both changes in alternative splicing and transcript levels show a graded response that correlates with the incidence of cardiomyopathy in MHC-CELFΔ males. (C) Total protein was harvested from wild type, unaffected, and affected MHC-CELFΔ severe line males and SRF, HOPX, FHL2, and GAPDH levels were assessed by western blot. HOPX and FHL2 levels are down-regulated to a greater extent in affected than unaffected males, whereas SRF protein levels were similar in unaffected and affected males. Equivalent loading is indicated by constant levels of GAPDH, and was further confirmed by Ponceau S staining (data not shown). Representative blots showing samples from two out of four individuals tested from each group are shown.

Transcript levels of *Hopx* and *Fhl2* were lower in MHC-CELFΔ severe line males than wild type, but were reduced more in affected than unaffected transgenic males (Figure 7B). *Srf* transcript levels did not differ from wild type. Consistent with these results, HOPX and FHL2 proteins both exhibited a graded down-regulation in transgenic males, with affected males having lower levels than unaffected males (Figure 7C). SRF protein levels did not differ between unaffected and affected males, though a slight reduction compared to wild type was observed.

## Discussion

The present gene expression profiling study implicates dysregulation of contractile gene expression programs as a primary cause of cardiomyopathy and cardiac dysfunction in MHC-CELFΔ mice. The dominant negative protein expressed in the hearts of these mice is restricted to the nucleus [10]. Thus, dysregulation of CELF-mediated alternative splicing likely underlies these changes, although disruption of other nuclear functions of the CELF proteins (e.g., RNA editing [9]) cannot be ruled out. Although this type of microarray does not reveal changes in alternative splicing, a few CELF targets identified to date encode proteins with known roles in contraction. For example, ankyrin 2 (ANK2) is required for targeting and stability of the Na^+^/Ca^2+^ exchanger 1 in cardiomyocytes [25]. Loss-of-function has been implicated in inherited cardiac arrhythmia with increased risk for sudden cardiac death, likely due to elevation of calcium transients [26], [27], [28]. Alternative splicing of *Ank2* exon 21 was previously found to be regulated during heart development, and to respond to CELF1 over-expression [19]. *Ank2* alternative splicing is altered in the MHC-CELFΔ severe line, but not the mild line (Figure S4).

Another striking finding of our current study is the dysregulation of the SRF transcription factor network in CELF-repressed and over-expressing mice. SRF is recognized for being at the convergence of multiple signaling pathways, known not only for controlling the transcription of immediate early response genes, such as *Fos* and *Egr1* [29], but also for the transcriptional activation of a large number of cardiac genes involved in contractile apparatus structure and function [24]. Regulation by SRF is a common feature of many genes up-regulated during cardiac hypertrophy [30]. Heart-specific over-expression of SRF in transgenic mice leads to the development of cardiac hypertrophy, chamber dilation, and impaired cardiac function [31], not very dissimilar from what we observe in MHC-CELFΔ mice. SRF levels normally increase slightly in the heart with age, and low levels of over-expression in the heart mimic cardiac aging, including myocardial cell hypertrophy and reduced cardiac function [32]. Over-expression of SRF alone activates only a subset of its targets, however, and is not sufficient to induce the full hypertrophic gene expression profile in cardiomyocytes [30]. SRF has low inherent transactivation activity by itself, but has strong transcriptional activity when working in concert with other transcription factors [33]. Several other transcription factors that have been implicated in cardiac hypertrophy, including Nkx2.5 and HAND proteins [34], were not identified in the network analysis of our microarray data. 

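Transcripts of the homeobox gene Nkx2-5 had a log2 fold change of 0.19 in the mild line (adjusted p = 0.491, n = 3) and -0.091 in the severe line (adjusted p = 0.790, n = 3). Those of Hand1 and Hand2, which encode helix-loop-helix factors of heart development, had -0.038 and -0.14 in the mild line (adjusted p = 0.937 and 0.631) and 0.066 and -0.11 in the severe line (adjusted p = 0.858 and 0.693). The zinc finger gene Gata4 had 0.010 and -0.057 (adjusted p = 0.981 and 0.842). Of 16 cardiac transcription factor genes, Hopx among them, 1 was lower and 15 did not pass the test in the mild line (3 lower when adjusted over the list alone), and 1 and 15 in the severe line (1 when adjusted over the list alone). The list did not move one way in either line (camera, adjusted p = 0.0996 and 0.156). It passed in the mild line by fry (adjusted p = 0.00156) and without replicate 3 of the severe line's littermates (adjusted p = 0.0380, mean -0.24 against -0.23; 0.00156 to 0.613 over the alternatives). Hopx makes up most of that mean, and without it the other 15 had a mean of -0.036 (adjusted p = 0.613).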

A regulatory network for GATA4 was identified as dysregulated in the MHC-CELFΔ heart, but the handful of GATA4 targets affected exhibited a mixture of up- and down-regulation, together failing to suggest a consistent increase or decrease in GATA4 activity (data not shown).

CELF-mediated changes in SRF activity can likely be attributed to the levels of the inhibitory proteins, HOPX and FHL2, as the levels of SRF protein and alternative splicing of *Srf* transcripts did not differ between wild type and transgenic animals (Figures 5 and 6, and data not shown). Over-expression of CELF1 did lead to a reduction in *Srf* transcript levels, but SRF protein levels were maintained, suggesting there may be a compensatory mechanism in place to maintain SRF levels in the myocardium. HOPX negatively regulates SRF activity by directly interacting with the SRF protein and inhibiting its binding to DNA [22], [23]. Ablation of HOPX is sufficient to induce an up-regulation of some SRF target genes, and can lead to cardiac hypertrophy in mice [23]. FHL2 likewise inhibits transactivation of transcription by SRF via a direct protein:protein interaction [12]. FHL2 knockout mice undergo normal cardiac development, but exhibit an exaggerated hypertrophic response following β-adrenergic stimulation [35]. Both *HOPX* and *FHL2* are down-regulated in human heart failure [36], [37], and may contribute to the dysregulation of SRF-dependent gene expression during pathogenesis. Not all of the SRF targets that were up-regulated in MHC-CELFΔ mice were down-regulated in MCKCUG-BP1 mice. Neither HOPX nor FHL2 completely repress SRF activity on all of its targets [12], [23]. Thus, the combination of HOPX and FHL2 down-regulation in the MHC-CELFΔ heart may have a greater stimulatory effect on SRF activity than the repressive effect of up-regulating FHL2 alone in MCKCUG-BP1 hearts. Congruent with this, *Fos* is not repressed in the MCKCUG-BP1 heart, and *Fos* expression has been reported to be unresponsive to FHL2 [12]. Strikingly, even though SRF plays a pivotal role in the maintenance of cardiac structure and function during development and pathogenesis, HOPX and FHL2 levels were not significantly affected in the two heart-specific SRSF1 and SRSF2 knockout mice [20], [21]. Taken together, the data from all of these mouse models indicate that the level of CELF activity plays a specific role in modulating the level of SRF activity in heart muscle via its interacting proteins.

Two SRF targets, *Casq1* and *Tpm2*, were up-regulated in response to either CELF repression or CELF1 over-expression. Neither of these genes is up-regulated in several other mouse models of dilated cardiomyopathy or cardiac hypertrophy [20], [21], [38]. This suggests that while these genes may respond specifically to dysregulation of CELF proteins, the modulation of SRF activity by HOPX and FHL2 is not the only determinant of their steady state levels.

The mechanism by which CELF-mediated alternative splicing regulates *Hopx* and *Fhl2* levels is currently unknown. Alternative splicing can lead to changes in transcript and/or protein levels through the introduction or removal of regulatory elements in the untranslated regions that control transcript stability, localization, or translation [39]. In addition, some transcript variants contain premature termination codons, which can target a transcript for degradation via the nonsense-mediated mRNA decay (NMD) pathway [40]. We were unable to detect any change in *Hopx* or *Fhl2* alternative splicing in MHC-CELFΔ hearts compared to wild type (data not shown), but a variant that is subject to NMD would by definition be rapidly decayed and potentially difficult to detect. It is also possible that the mechanism of *Hopx* and *Fhl2* down-regulation is indirect, through the regulation of a factor that in turn modulates *Hopx* and *Fhl2* levels. Little is currently known about the regulation of *Hopx* or *Fhl2* expression in the heart. The elucidation of additional CELF targets could help establish this link.

The extent to which HOPX and FHL2 levels are down-regulated correlates with the development of cardiomyopathy in MHC-CELFΔ severe line males (Figure 7). Surprisingly, however, HOPX and FHL2 are down-regulated to a greater extent in the mild line than the severe line (Figures 4 and 5). This may be the result of differences in integration site and/or genetic drift between the two lines. Alternatively, an additional compensatory mechanism may be activated that partially restores HOPX and FHL2 expression in the severe line, but not in the less dysfunctional mild line. In any case, the degree of de-repression of SRF alone is insufficient to explain differences in pathogenesis. Notably, the extent to which alternative splicing is disrupted also correlates with disease in the severe line males, as well as in females of the two lines ([11] and Figure S4). Thus, it is likely the combined effects of dysregulation of SRF and alternative splicing that ultimately determine the extent to which contractile function in the heart is disrupted and dilated cardiomyopathy ensues.

### Conclusions

Through the regulation of the SRF transcriptional network and the regulation of alternative splicing of cardiac transcripts, CELF proteins directly or indirectly exert control over cardiac gene expression at both transcriptional and post-transcriptional levels (Figure 8). CELF-mediated alternative splicing programs in the heart may therefore represent an important regulatory node for modulating cardiac function during development, health, and disease.

**Figure 8:**
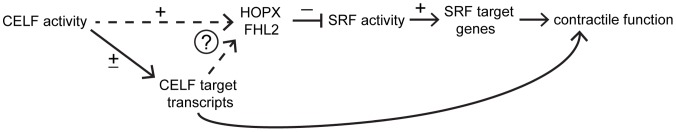
CELF-mediated alternative splicing regulates contractile function via transcriptional and post-transcriptional control mechanisms. SRF regulates the transcription of genes involved in contractile apparatus structure and function. HOPX and FHL2 bind to SRF and inhibit its ability to activate target gene transcription. We propose a model in which CELF-mediated alternative splicing regulates the SRF transcriptional program via modulation of *Hopx* and/or *Fhl2* levels. Reduced CELF-mediated alternative splicing activity in the hearts of MHC-CELFΔ mice leads to a decrease in *Hopx* and *Fhl2*, and a complementary increase in SRF target gene expression. Over-expression of CELF1 in the hearts of MCKCUG-BP1 mice leads to an increase in *Fhl2*, though not *Hopx*, and a decrease in some SRF target genes. At this time, it is not clear whether *Fhl2* and *Hopx* transcript levels are regulated directly or indirectly by CELF activity. In addition, CELF proteins regulate the alternative splicing of some cardiac transcripts known to encode proteins involved in contractile function, such as *Ank2*. Thus, the cardiac CELF-mediated alternative splicing program likely regulates contractile function both by modulating the activity of a key transcription factor that controls the expression levels of contractile genes, and by directing the production of specific variants that affect contractile performance.

## Supporting Information

Figure S1 **Hierarchical clustering of raw data.** Wild type samples from both lines clustered together when hierarchical clustering was performed using correlation distances. Similar clustering was seen when using normalized and quality control-filtered data sets (data not shown).
(PDF) Click here for additional data file.

Figure S2 **Gene ontology analysis identified enrichment of biological processes altered in the hearts of MHC-CELFΔ mice.** Boxes are labeled with GO ID, term definition, and P value. Red arrows represent relationships between two enriched GO terms, black solid arrows represent relationships between enriched and unenriched terms, and black dashed arrows represent relationships between two unenriched GO terms. Red boxes represent terms enriched in the mild line, green boxes represent terms enriched in the severe line, and yellow boxes represent terms enriched in both lines (p1 = P value in mild line, p2 = P value in severe line). The degree of color saturation reflects the significance of enrichment of the corresponding GO term.
(PDF) Click here for additional data file.

Figure S3 **Gene ontology analysis identified enrichment of cellular components altered in the hearts of MHC-CELFΔ mice.** Boxes are labeled with GO ID, term definition, and P value. Red arrows represent relationships between two enriched GO terms, black solid arrows represent relationships between enriched and unenriched terms, and black dashed arrows represent relationships between two unenriched GO terms. Red boxes represent terms enriched in the mild line, green boxes represent terms enriched in the severe line, and yellow boxes represent terms enriched in both lines (p1 = P value in mild line, p2 = P value in severe line). The degree of color saturation reflects the significance of enrichment of the corresponding GO term.
(PDF) Click here for additional data file.

Figure S4 **Alternative splicing of** ***Ank2*** **is dysregulated in the hearts of MHC-CELFΔ severe line females.** Total RNA was harvested from the hearts of wild type (WT), mild and severe (Sev) line MHC-CELFΔ females at three and 24 weeks of age. The alternative splicing of *Ank2* exon 21 was evaluated by RT-PCR. (A) Mean values+standard error of the mean are shown for three individuals per group. (B) Representative autoradiographs from the RT-PCR gels are shown. Reactions for each time point were run on the same gel; intervening replicate or blank lanes have been excised.
(PDF) Click here for additional data file.

Table S1 **Real time primer sequences for the SRF pathway genes.**
(DOC) Click here for additional data file.

Table S2 **Primary and secondary antibodies used for western blot analyses.**
(DOC) Click here for additional data file.

Table S3 **Significantly affected genes in MHC-CELFΔ hearts.**
(XLS) Click here for additional data file.

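Table S3 gives the log2 fold change, raw p and adjusted p of 88 genes in each line against wild type. Of its names, 73 matched a gene of the array's annotation, 61 by symbol and 12 by an older name. For all 73, at least 1 feature was past the threshold in 1 or both lines in the fit to the raw intensities. Over the 61 genes with a single feature, the table's log2 fold changes and those of the fit had a Pearson r across genes of 0.999 in the mild line and 0.998 in the severe line. Their median absolute difference was 0.070 in the mild line and 0.032 in the severe line. Genes are not independent replicates, so no test is given. Each of the other 15 names had 1 feature that differed by at most 0.00193 from the table's log2 fold changes in both lines when the background was not corrected, features of Celf4 and Tpm3 among them, a match made on the values themselves.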

Table S4 **Comparison of genes affected in MHC-CELFΔ hearts with microarray data sets from cardiac-specific SRSF1 and SRSF2 knockout models.**
(XLS) Click here for additional data file.

# Supplementary material for: Gene Expression Analyses Implicate an Alternative Splicing Program in Regulating Contractile Gene Expression and Serum Response Factor Activity in Mice
**Source:** PLoS One. 2013 Feb 20;8(2):e56590. doi: 10.1371/journal.pone.0056590
**Supplement:** Table S1 — Real time primer sequences for the SRF pathway genes.

**Table S1. Real time primer sequences for the SRF pathway genes**

| **Genes** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Srf* | cacctaccaggtgtcggaat | gtctggattgtggaggtggt |
| *Fhl2* | gccaggtacccgcaagatg | gcttctcatagcagggcacg |
| *Hopx* | caacttcaacaaggtcaacaagc | gcttaaaccatttctgcgtc |
| *Acta1* | gtgaccacagctgaacgtgag | ctccagggaggaggaagag |
| *Casq1* | cagcaaggtggcaaagaagc | cacgaagctgacaatctcc |
| *Ctgf* | gtgtgcactgccaaagatg | ctgcacaggggcacgcag |
| *Nppb* | gcacaagatagaccggatcg | cttcaaaggtggtcccagag |
| *Fos* | tcctactaccattccccagc | tggcactagagacggacaga |
| *Egr1* | gagcgaacaaccctatgagc | tgggataactcgtctccacc |
| *Rcan1* | gctcagactttacacataggaag | gatcgtaatttatgacgggggtg |
| *Fhl1* | gatggcaagatcctgtgcaac | cacgttctggtctcctgc |
| *Tpm2* | gagagcgagagaggaatgaagg | cctcagcgatgtgcttgg |
| *Gapdh* | tcgtcccgtagacaaaatgg | ttgaggtcaatgaaggggtc |

# Supplementary material for: Gene Expression Analyses Implicate an Alternative Splicing Program in Regulating Contractile Gene Expression and Serum Response Factor Activity in Mice
**Source:** PLoS One. 2013 Feb 20;8(2):e56590. doi: 10.1371/journal.pone.0056590
**Supplement:** Table S2 — Primary and secondary antibodies used for western blot analyses.

**Table S2. Primary and secondary antibodies used for western blot analyses**

| Protein | Primary Antibody | Secondary Antibody |
| --- | --- | --- |
| HOPX | Rabbit polyclonal (Sigma cat. SAB4502543) | Goat anti-rabbit HRP (Calbiochem cat. 401393) |
| FHL2 | Mouse monoclonal (Santa Cruz Biotechnology cat. sc-52667) | Goat antimouse light chain specific (Jackson Immunoresearch cat. 115-035-174) |
| SRF | Rabbit polyclonal (Santa Cruz Biotechnology cat. sc:335) | Goat anti-rabbit HRP (Calbiochem cat. 401393) |
| FHL1 | Mouse monoclonal (Sigma cat. WH0002273M1) | Goat antimouse light chain specific (Jackson Immunoresearch cat. 115-035-174) |
| CASQ1 | Rabbit affinity isolated (Sigma cat. C0618) | Goat anti-rabbit HRP (Calbiochem cat. 401393) |
| ACTA1 | Rabbit polyclonal (Sigma cat. SAB4502543) | Goat anti-rabbit HRP (Calbiochem cat. 401393) |
| CELF1 | Mouse monoclonal (Santa Cruz Biotechnology cat. sc-20003) | Goat antimouse light chain specific (Jackson Immunoresearch cat. 115-035-174) |
| GAPDH | Mouse monoclonal (Biogenesis cat. 4699-9555) | Goat anti-mouse-HRP (Calbiochem cat. DC02L) |

How the deposited data were processed for this re-analysis (not part of the article)

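Total RNA from whole hearts of 3-week-old females was measured on 12 arrays, 3 for each of the mild line, the severe line and the littermates of each. The authors' deposited raw files hold 1 bead summary intensity per probe, which was neither background subtracted nor normalized between arrays as far as the values show. The submitters' processing notes name GenomeStudio, without a version. The authors' deposited value table holds log2 values after background correction and quantile normalization, and the authors name limma for their tests, without a version. Whether a background was subtracted on export is not stated. Ranks within each array are the same in both kinds of file.

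The files hold 45281 probe IDs, of which 34885 have 1 gene symbol, 18 several and 10378 none. IDs with identical values on all 12 arrays were merged, which left 30854 features, 8966 of them with over 1 ID. Of these, 22203 have 1 symbol, for 19013 symbols, 2685 with over 1 feature. In 3 arrays, 6 lines without an ID were left out.

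Values were analyzed in R 4.3.3 with limma 3.58.1. The background was corrected by the normal-exponential model with an offset of 50, since the planned neqc needs detection p-values that the files do not hold, and arrays were quantile normalized and put on the log2 scale. Group means of the wild type, mild and severe arrays were fitted, with empirical Bayes variances and Benjamini-Hochberg adjustment within each comparison. The comparisons were each line against 6 wild type hearts, the mild against the severe line, and the littermates of one line against those of the other. The threshold was an absolute fold change of 2 with an adjusted p under 0.05 or a raw p under 0.001. The number of arrays limits the precision. The fit, the counts and the list test were run on simulated data with known changes.

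Gene lists were tested with camera at a preset correlation of 0.01, with each gene's brightest feature. The p-values were adjusted over 32 lists, with the comparisons of both lines with wild type adjusted together. The estimated correlation and fry were alternatives. The lists were the SRF network of the study, other SRF targets, immediate early genes, calcium handling, sarcomere, fetal and heart failure genes, collagens, other extracellular matrix, oxidative phosphorylation, fatty acid oxidation, glycolysis, cardiac channels, Wnt signaling, blood pressure, cardiac transcription factors, NRF2 targets, stress response, the CELF and MBNL family, cell cycle, interferon response, and markers of atria, ventricles, endothelium, fibroblasts, smooth muscle, macrophages, lymphoid cells, red blood cells, epicardium, adipose tissue, skeletal muscle and lung. The lists and the rule for named genes were fixed before the deposited data were examined. They were written after the values in Table 1, Table S3 and Table S4 of the paper had been seen.

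Named were genes the text of the paper names from the arrays, the 10 largest increases and decreases in each line past the threshold with the line's arrays all on the same side of the wild type arrays, up to 4 members of each list past the adjusted p threshold with the largest change, the 5 largest differences each way between the lines, and genes of the CELF and MBNL family with Xist and Y-linked genes as a check of labels. Some alternatives changed more than 1 choice: the block by replicate number also took each line's own littermates, trend and robust variances were set together, the authors' table brings its own background correction and normalization, and some thresholds on the adjusted p also dropped the raw p rule. Among the alternatives were no background correction, median scaling, the authors' table, a signal filter, array weights, averaged features, each line's own littermates, other thresholds and leaving out each array. A check of pairing by replicate number was made, with its result in the closing section. Splits of the arrays into groups of the same size were counted.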

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

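Of the tests below, that of the brightness of the array for oxidative phosphorylation and the splits of the arrays were fixed before the result was seen; the other tests of oxidative phosphorylation and those of Celf4 and the atrial markers were chosen after it. The results chosen as signals in genes the paper's text does not name were picked by hand after their values were seen.

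Oxidative phosphorylation genes were lower in the severe line, with a mean log2 fold change of -0.24 over 54 genes, a signal in genes the paper's text does not name and Table S3 does not list. Against its own 3 littermates the severe line had a mean of -0.21 (adjusted p = 1.5e-14, or 0.0310 with an estimated correlation), which argues against a difference between the wild type groups, or a batch shared by a line and its littermates, as the cause. The list's median of -0.22 lay below -0.068, the 5th percentile of 10000 random lists of the same brightness, which argues against a shift of bright features. A lower share of heart muscle cells, with the other cell types in unchanged proportions, would raise the markers of every other cell type alike. Fibroblast and endothelial markers moved apart by 0.27, against a range of 0.14 in wild type arrays, which argues against such a lower share. More fibroblasts alone would also lower the share and part these markers, so the test cannot decide on that. These values leave a change in the hearts of the severe line as a hypothesis, found and tested on the same data. More fibroblasts stay open beside it, with RNA quality, and a batch dividing the line from its littermates, untested.

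One Celf4 feature rose by 5.73 in the mild line and 5.56 in the severe line, a signal in a gene the paper's text does not name, though Table S3 likely holds the feature under a name not in the annotation (the paper's values are 5.15 and 4.98, and without background correction the feature has 5.15 and 4.98). The lowest of the 6 transgenic arrays was at 11.25 and the highest wild type array at 6.14. The feature may read the transgene's own mRNA, and the paper reports more of the transgene's protein in the severe line. The feature's level in the mild line was 0.17 above that in the severe line, within the 95% half-width of 0.28 and beyond 1 standard error. A ranking by protein does not fix the mRNA levels, so this comparison cannot decide and the reading of the transgene stays open. For a rise of the mouse's own transcript, the other 3 features moved by at most 0.12, which would argue against it. They reach only 0.070 above the array median in wild type, so they may not read that transcript and this stays open too.

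Atrial markers were lower in the mild line, with a mean log2 fold change of -0.70 over 18 genes that the paper's text does not name, of which 5 are in Table S3 and the other 13 had a mean of -0.22 (adjusted p = 0.00163). Against its own 3 littermates the mild line had -0.71 (adjusted p = 2.1e-14, or 0.0220 with an estimated correlation), which argues against a difference between the wild type groups, or a batch shared by a line and its littermates, as the cause. Less atrial tissue in the mild line's hearts may have caused the fall. If so, abundant atrial markers would fall by 1 common amount, but the falls of 8 of them ranged over 21.2 standard errors. Some of these genes are also made in ventricles, so this cannot exclude it, and the biological difference between the lines stays open and untested.

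Further signals in genes the paper's text does not name were the mean log2 fold changes of fatty acid oxidation genes, which were -0.32 in the mild line and -0.33 in the severe line with 1 of the 29 in Table S3. A Tpm3 feature rose by 2.27 in the severe line, and by its values Table S3 holds it under a name not in the annotation.

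The following genes differed between the lines by a test of the difference itself, mild minus severe, in log2. Higher in the mild line were Cep70 (3.56), Erdr1 (1.77), ND4L (1.35), Tesc (1.32) and Scgb1c1 (1.24). Lower in it were Fhl1 (-0.57), Tpm2 (-0.64), Fhl2 (-0.97), Myom2 (-2.07), Tpm3 (-2.21), Tnnt1 (-2.21), Hopx (-2.58) and Mybphl (-2.94). The test compares the transgenic arrays directly, so a difference between the lines' litters stays in it. With own littermates as controls, 43 features were past the threshold between the lines, 30 of them among the 42 of the direct test. Between the littermates, also mild minus severe, Fhl1 differed by -0.19, Tpm2 by 0.13, Fhl2 by -0.082 and Hopx by 0.19.

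These gene lists differed between the lines as means of mild minus severe. Lower in the mild line were the other SRF targets of the cytoskeleton (-0.30), calcium handling (-0.15), the extracellular matrix (-0.18), the cardiac channels (-0.13), atrial markers (-0.56) and ventricular markers (-0.17). Higher in it were immediate early genes (0.23), oxidative phosphorylation (0.21), NRF2 targets (0.16), macrophage markers (0.094), adipose markers (0.22) and the interferon response (0.16). With an estimated correlation between genes, the difference was past the threshold for the other SRF targets (adjusted p = 0.0287) and atrial markers (adjusted p = 0.0287), and for none of the others. Between the littermates of the lines, the lists higher in the mild line differed by 0.17, 0.058, 0.090, 0.068, -0.15 and 0.10 in turn. Those lower in it differed there by -0.048 to 0.036, also mild minus severe. Against own littermates, immediate early genes had means of 0.25 in the mild line and 0.20 in the severe line. The difference in that list was thus largely present between the wild type groups.

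Of 32 lists and 12 genes of the SRF network tested over the 6 wild type arrays, 3 had a lone array by Dixon's ratio. For calcium handling the ratio was 0.707, with replicate 3 of the severe line's littermates lowest at -0.099. For the extracellular matrix it was 0.716, with replicate 1 of the same group highest at 0.14, and for endothelial markers 0.724, with replicate 2 of the same group lowest at -0.12, all relative to the wild type mean. All are above the 95% critical value for 6 arrays, which chance exceeds in about 1 in 20 groups.

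In other splits of the arrays, counted by a 2-group fit, chance can be excluded for the mild line against wild type (83 features past the threshold, and at most 4 in any other of 84 splits, with 1 split as large). It can be excluded for the severe line (42, and at most 5 in any other). For the mild line against the severe line the 10 splits are too few for a share under 0.05 (real 42, highest other 2). They are too few for the 2 groups of littermates as well (real 3, highest other 6).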

How the results depend on the processing

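Alternatives set before the data were examined covered the background correction, normalization, the authors' deposited values, a signal filter, the variance model, array weights, averaging of features, the controls, the fit, the thresholds, the list test and leaving out each array. A background offset of 16 and keeping copies of a feature were chosen after seeing the data. The planned neqc settings could not be run, because the files hold no detection p-values. Over the values of the named genes in each line and setting, 5917 kept their side of the threshold, 366 fell below it, 41 passed it and 0 called values reversed. For the gene lists these were 1639, 57, 30 and 0. Features near the array floor carry little signal over the background.

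Counts past the threshold moved by more than 1.5 times under these settings, and the cause was not tested. With adjusted p alone at any fold, there were 1096 features in the mild line, 1019 in the severe line, 422 between the lines, 27 between the littermates and 434 shared. At 1.5-fold these were 309, 209, 163, 19 and 92, and with treat against 1.2-fold 252, 145, 67, 0 and 62. Between the littermates, the count was 0 without background correction, 0 in the deposited table, 0 without the raw p rule, 0 without it and at adjusted p under 0.01, 1 above the median signal and 1 with trend and robust, with 3074 features at an unadjusted p under 0.05 in limma. Features opposite between the lines numbered 1 with median scaling, 1 with own littermates, 3 with trend and robust and 3 in the 2-group fit. With an estimated correlation 7 lists passed in the mild and 9 in the severe line. With Spearman's correlation the smallest cluster with all wild type arrays held 12. With offset 16, the severe line had 69, the littermates 5 and opposite features 0. The correlation of fold changes moved by less, though beyond its standard error, from 0.519 to 0.440 with offset 16. With copies kept, the mild line had 133, the lines 64 between them, the littermates 1 and opposite features 11.

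Leaving out 1 array at a time gave 80 to 84 features in the mild line, 38 to 50 in the severe line, 41 to 50 between the lines, 1 to 6 between the littermates, 16 to 20 shared and 0 to 5 opposite. The correlation ran from 0.463 to 0.537. SRF network genes past the test numbered 9 to 11 in the mild and 8 to 9 in the severe line, and lists 12 to 14 and 12 to 17. Replicate numbers do not pair the hearts in the design. With the number as a block and each line's own littermates as controls, 221 values of named genes kept their side, 39 fell below it and 4 passed it, against 226, 33 and 5 with own littermates alone, and opposite features numbered 1 in both. Of 6 pairs, 1 correlated best with its own number (-0.24 to 0.056), so the data give no hint of pairing.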

Differences from the paper's values

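For Rcan1, the paper's log2 fold changes are 1.89 in the mild line and 2.15 in the severe line. The values here, of the brighter of 2 features, are 1.34 and 1.45, and those of the dimmer feature are 2.08 and 2.35. Of 22 alternatives set before the data were examined, the mild line's value of the brighter feature no longer differs with the features averaged per gene name and still differs under the other 21. The severe line's still differs under all 22. The dimmer feature without background correction reaches the paper's values, with 1.88 and 2.15, and it is close to them in the deposited table, with 1.87 and 2.13.

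Some statements of the paper stand beside values that go the other way. The paper states that Gapdh was no different between wild type and transgenic arrays, and its log2 fold change is 0.27 in the mild line (adjusted p = 0.0294) and -0.012 in the severe line (adjusted p = 0.971). The mild line's call ended in 8 of 24 alternatives, the planned median scaling and each of the mild line's littermates left out among them. It is a call at any fold, and the change is under the 2-fold limit of the paper's rule. The paper states that no changes were seen that would point to mitochondrial failure or severe metabolic defects, and oxidative phosphorylation genes had a mean of -0.24 in the severe line (adjusted p = 1.1e-18) and -0.031 in the mild line (adjusted p = 0.185). Fatty acid oxidation genes had -0.32 and -0.33 (adjusted p = 8.4e-15 and 1.4e-16). These are tests of transcript lists and do not measure failure or the severity of a defect. The paper states that collagen matrix genes were enriched in the severe line and not the mild line. By the list test collagens moved up in both (adjusted p = 8.2e-07 in the mild and 2.6e-09 in the severe line), with 3 and 8 of 17 higher and no difference between the lines past the test (adjusted p = 0.192). That test is not an enrichment among called genes, which is the paper's measure.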

Other observations

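Among gene groups not described above, 12 genes of the fetal program and heart failure moved up in both lines: 4 were higher and 1 lower in the mild line and 7 higher in the severe line (camera, adjusted p = 6.8e-04 and 1.0e-07, or 0.0376 and 0.0104 with an estimated correlation). Without the genes matched by name to Table S3 the call in the mild line ended (mean 0.092, adjusted p = 0.613; 4.2e-05 to 0.613 over the alternatives). Uchl1, which encodes a ubiquitin hydrolase, rose by 0.59 in the mild line and 1.08 in the severe line (adjusted p = 9.4e-04 and 1.9e-06, n = 3 each). Of 24 immediate early genes, 5 were higher in the mild line (adjusted p = 4.5e-06, or 0.166 with an estimated correlation) and 2 in the severe line (adjusted p = 0.136). Egr2 rose by 0.89 and 0.73 (adjusted p = 6.5e-04 and 0.00560; 0.45 in the severe line without its replicate 3). Nqo1, an oxidative stress gene, rose by 1.15 in the mild line (adjusted p = 2.7e-07), with 16 NRF2 targets not past the test as a list in either line (1 higher in the mild and 1 lower in the severe line; adjusted p = 0.0622 and 0.489). The 13 splicing regulators of the CELF and MBNL family and related genes had 1 higher and 2 lower in the mild line, 1 higher and 1 lower in the severe line (camera, adjusted p = 0.731 and 0.0932). Their medians were -0.014 and 0.026, and their means of 0.33 and 0.44 are mostly the single Celf4 feature. Tesc, which encodes a calcium-binding protein, rose by 0.93 in the mild line (adjusted p = 8.2e-05), with -0.39 in the severe line (adjusted p = 0.106).

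Of the cell type markers, 9 of 18 atrial genes were lower in the mild line (camera, adjusted p = 4.2e-13, or 0.0104 with an estimated correlation) and 1 in the severe line (adjusted p = 0.0214, or 0.252 with an estimated correlation). The latter call ended without severe line replicate 1 (adjusted p = 0.109), with the line's own littermates (0.0683), above the median signal (0.0597), by fry (0.0676) and without the genes matched by name to Table S3 (0.281; 0.00311 to 0.281 over the alternatives). Skeletal muscle markers moved up in both lines (5 higher and 2 lower of 20 in the mild line, 2 and 1 in the severe line; adjusted p = 2.4e-04 and 0.0330, or 0.0154 and 0.0918 with an estimated correlation). Without the genes matched by name to Table S3 both calls ended (adjusted p = 0.178 and 0.852), and that of the severe line ended without severe line replicate 3 (0.0611; 1.1e-06 to 0.178 and 1.5e-06 to 0.852 over the alternatives). Fibroblast markers were up in both (1 and 4 of 18 higher; adjusted p = 6.8e-04 and 9.9e-04, or 0.123 and 0.133 with an estimated correlation), and in the severe line this ended with median scaling (adjusted p = 0.0690; 5.0e-06 to 0.133 over the alternatives). Pcolce, a collagen processing gene, rose by 0.57 in the mild line and 0.56 in the severe line (adjusted p = 0.00278 and 0.00398), the latter ending without severe line replicate 1 (adjusted p = 0.0561; 0.00129 to 0.0561 over the alternatives).

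For the other lists, in the mild and the severe line in turn: stress response (23 genes, 0 higher and 1 lower, adjusted p = 0.136; 1 higher and 0 lower, 0.524), ventricular markers (12; 0 higher and 4 lower, 0.138; 2 higher and 1 lower, 0.518), smooth muscle (13; 1 higher and 2 lower, 0.769; 3 higher and 1 lower, 0.292), macrophage (18; 0 higher and 1 lower, 0.173; 1 higher and 0 lower, 0.324) and red blood cell markers (7; 1 higher and 0 lower, 0.107; 0 at an unadjusted p under 0.05 in limma and 0 higher and 0 lower adjusted, 0.355). Cell cycle genes had 1 higher and 0 lower of 24 in the mild line (0.156), and in the severe line 0 higher and 0 lower by limma (4 at an unadjusted p under 0.05; 0.0465, or 0.576 with an estimated correlation), where the mean lay on the side of the call in 2 of 3 arrays. Interferon response genes had 1 higher and 1 lower of 19 in the mild line (0.928) and by limma 0 higher and 0 lower in the severe line (9 at an unadjusted p under 0.05), where the list moved down (4.4e-04, or 0.255 with an estimated correlation and 0.0763 by fry).

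With no gene past the test in either line by limma, the counts at an unadjusted p under 0.05 in the mild and severe lines were 0 and 1 of 17 endothelial markers (camera, adjusted p = 0.920 and 0.0637), 2 and 0 of 16 lymphoid (0.518 and 0.859), 0 and 1 of 10 epicardium (0.594 and 0.968), 1 and 2 of 10 adipose (0.920 and 0.0462, the latter 0.307 with an estimated correlation) and 0 and 2 of 10 lung markers (0.918 and 0.156).

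Several of these list calls changed when 1 array was left out. The cell cycle call in the severe line ended without severe line replicate 1 (adjusted p = 0.846) or 2 (0.0629), replicate 1 of the mild line's littermates (0.0768) and replicate 1 or 2 of the severe line's (0.0919 and 0.136; 12 of 27 alternatives in all, from 5.0e-04 to 0.846), and in the mild line it passed without mild line replicate 1 (0.00542; 0.00542 to 0.666). The adipose call in the severe line ended without severe line replicate 1 (0.181), replicate 2 of the mild line's littermates (0.0506) and replicate 1 or 2 of the severe line's (0.0556 and 0.154), and with median scaling (0.0639; 13 in all, from 0.00570 to 0.307). Lists that passed the test in the severe line were endothelial markers without severe line replicate 2 (0.0375), without replicate 2 of its littermates (0.00786), with features averaged (0.0465) and with median scaling (7.8e-04; 7.8e-04 to 0.305). Immediate early genes did so without severe line replicate 2 (0.00316), without replicate 1 of the mild line's littermates (0.0439) and with its own littermates (0.00541, though 0.388 with an estimated correlation; 4.8e-04 to 0.972), and the CELF and MBNL family without severe line replicate 2 (0.0254) or replicate 2 of its littermates (0.0384) and without Rbfox1, its gene matched by name to Table S3 (0.0196; 3.8e-05 to 0.340). For the mild line, NRF2 targets passed without replicate 3 of its littermates (0.0267; 0.0141 to 0.365), and red blood cell markers without replicate 1 of them (0.0229) or with its own littermates alone (0.0450, though 0.381 with an estimated correlation; 0.00160 to 0.392). By fry, in place of camera, the stress response (0.00188), NRF2 targets (0.0141), ventricular markers (0.0329) and the CELF and MBNL family (4.1e-04) passed in the mild line, and lung markers (0.0295) and the CELF and MBNL family (3.8e-05) in the severe line, the family with its Celf4 feature included.

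A candidate explanation for the rise of Cep70 in the mild line alone is a local effect on the genes beside it, tested by the genes next to it on the chromosome, a test chosen before its result was seen. Of 19 measured, 1 differed between the lines, Mras (-0.40, adjusted p = 0.0275). Its log2 fold change was -0.010 in the mild line and 0.39 in the severe line. The difference thus lay in the line where Cep70 did not rise, and Mras does not speak for a local effect in the mild line. The condition as first written, that at least 1 neighbor differs, was met. It is not read so, since after the result was seen this count was set against the share of all features that differ, by which as many come by chance with a binomial probability of 0.230. The local effect therefore stays open.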
